# In Arabidopsis hybrids and Hybrid Mimics, up‐regulation of cell wall biogenesis is associated with the increased plant size

**DOI:** 10.1002/pld3.174

**Published:** 2019-11-06

**Authors:** Li Wang, Li Min Wu, Ian K. Greaves, Elizabeth S. Dennis, William James Peacock

**Keywords:** biomass, defense, heterosis, intercross, transcriptome

## Abstract

Hybrid breeding is of economic importance in agriculture for increasing yield, yet the basis of heterosis is not well understood. In Arabidopsis, crosses between different accessions produce hybrids with different levels of heterosis relative to parental phenotypes in biomass. In all hybrids, the advantage of the F1 hybrid in both phenotypic uniformity and yield gain is lost in the heterogeneous F2. F5/F6 Hybrid Mimics generated from a cross between C24 and Landsberg *erecta* (L*er*) ecotypes demonstrated that the large plant phenotype of the F1 hybrids can be stabilized. Hybrid Mimic selection was applied to Wassilewskija (Ws)/L*er* and Col/L*er* hybrids. The two hybrids show different levels of heterosis. The Col/L*er* hybrid generated F7 Hybrid Mimics with rosette diameter and fresh weight equivalent to the F1 hybrid at 30 DAS; F7 Ws/L*er* Hybrid Mimics outperformed the F1 hybrid in both the rosette size and biomass. Transcriptome analysis revealed up‐regulation of cell wall biosynthesis, and cell wall expansion genes could be a common pathway in increased size in the Arabidopsis hybrids and Hybrid Mimics. Intercross of two independent Hybrid Mimic lines can further increase the biomass gain. Our results encourage the use of Hybrid Mimics for breeding and for investigating the molecular basis of heterosis.

## 1 INTRODUCTION

Hybrids have proved to have great value in agriculture as they produce large gains in biomass and seed yield in a number of crops (Cheng, Zhuang, Fan, Du, & Cao, 2007; Crow, 1998; Dan et al., 2014). The gain in the hybrid plants compared with the performance of parents is referred to as hybrid vigor or heterosis. In Arabidopsis (Fujimoto, Taylor, Shirasawa, Peacock, & Dennis, 2012; Groszmann et al., 2014), maize (Birchler, Auger, & Riddle, 2003; Li, Yang, et al., 2017), and Chinese cabbage (Saeki et al., 2016), hybrid plants have an architecture with larger leaves and the plants are taller compared with the parents. The increased leaf size is due to increased number and size of leaf cells (Fujimoto et al., 2012; Groszmann et al., 2014).

In Arabidopsis, different hybrids differ in growth pattern and level of heterosis, suggesting multiple genetic routes for hybrid vigor. Heterosis is generated through interactions between the two parental genomes and epigenomes in the nucleus of the hybrid. Transcriptome studies revealed that salicylic acid (SA)‐mediated down‐regulation of defense pathway genes contribute to the heterotic phenotype of the C24/L*er* hybrid through increased expression of growth‐promoting genes (Groszmann et al., 2015). In C24/L*er* hybrids, up‐regulation of the transcription factor PHYTOCHROME INTERACTING FACTOR 4 (PIF4) results in increased auxin biosynthesis which promotes plant growth by targeting downstream cell expansion and division genes (Wang et al., 2017). A decreased level of ethylene and its effect in delaying of senescence can also contribute to the extra growth in the hybrid plants (Gonzalez‐Bayon et al., 2019; Song et al., 2018).

Hybrids are an end point to self‐fertilization breeding because of the genomic heterogeneity in the F2 and subsequent generations (Greaves et al., 2015). This provides a challenge to the hybrid industry of how to extend the hybrid advantage beyond the F1. In 1971, Busch, Lucken, and Frohberg, (1971) reported that in wheat pure breeding F5 lines derived from the hybrid plants are equivalent to the F1 hybrid in performance. Similar observations were reported in pea and tomato (Sarawat, Stoddard, & Marshall, 1994; Williams, 1959). No molecular studies were explored beyond these observations. In Arabidopsis, crosses between the C24 and Landsberg *erecta* (L*er*) ecotypes produce hybrids with performance superior to the parental lines in biomass and seed yield (Groszmann et al., 2014; Wang, Liu, et al., 2018). We selfed F2 individuals and coupled these crosses with selection based on the phenotype of the F1 hybrid. These procedures, repeated in successive generations gave, in the F6 and later generations, lines with rosette diameter, biomass, and seed yield comparable to the F1 hybrid (Wang et al., 2015, 2017). Because of genome homozygosity (Wang et al., 2015, 2017), the lines maintained the high yielding phenotype in successive generations. The interactions of the two parental genomes in the F1 hybrid set the level of hybrid vigor that could be achieved by the component alleles of the parents through levels of gene expression and interactions between sequences in the two parental genomes.

These Hybrid Mimics overcame the F1/F2 hurdle, providing a seed source for high yielding crops based on kept‐seed planting.

None of the C24/L*er* Hybrid Mimics outperformed the F1 hybrids (Wang et al., 2017), suggesting that heterosis in these F1 hybrids is the maximum level of vigor which can be achieved by gene interaction between the two parent genomes. To investigate whether Hybrid Mimics can be selected from other Arabidopsis hybrid combinations and to understand the molecular basis of increased plant size, we selected Hybrid Mimics from two hybrid systems involving other ecotypes of Arabidopsis. We found we could generate Hybrid Mimics by the same repeated selfing/phenotype selection procedure in Ws/L*er* and Col/L*er* crosses. Genes associated with cell wall biosynthesis and expansion were up‐regulated in the hybrids and Mimics of both systems in the rosette leaves of 25‐day‐old plants, indicating up‐regulation of cell wall‐related genes is likely to be a pathway common in the generation of hybrid vigor. Selection for high‐performing Hybrid Mimics and intercrossing of different Mimic lines could be methods for breeding high biomass plants.

## 2 EXPERIMENTAL PROCEDURES

### 2.1 Plant Material and growth conditions

*Arabidopsis* hybrid seeds [Wassilewskija (Ws)/Landsberg *erecta* (L*er*), Col/L*er* and C24/L*er*] were produced by hand‐pollination between parental accessions. Ws/L*er* and Col/L*er* Hybrid Mimic lines and F7 small plant lines were produced from the recurrent selection protocol (Wang et al., 2015, 2017) (Figures S1–S4). Seeds of parental lines, Hybrid Mimics, and small plant lines were obtained through natural pollination without restricting the number of siliques unless specified. In Figure 7, the F1 hybrids (Ws/L*er* and Col/L*er*) and intercross offspring of Hybrid Mimics were produced by hand‐pollination; the silique‐restricting procedure was applied for producing seeds of the control lines: Ws, L*er*, Col, and parental Hybrids Mimics (Meyer, Torjek, Becher, & Altmann, 2004). Sterilized seeds were sown onto plates with Murashige and Skoog (MS) medium (Murashige and Skoog Basal Salts with minimal organics, Sigma‐Aldrich, M6899) supplemented with 3% (wt/vol) sucrose and 0.8% wt/vol agar, pH5.7. Seeds were kept at 4°C for three days in the dark and then transferred into a growth room with conditions of 16‐hr light (22°C)/8‐hr dark (18°C) and light density at 120–150 μmol photons m^−2^ s^−1^. At 15 days after sowing, each plate‐grown seedling was transferred to a 65 mm W × 65 mm L × 100 mm H square pot containing soil (Debco Seed Raising & Superior Germinating Mix, Debco, Australia) and grown in the same growth room [16‐hr light (22°C)/8‐hr dark (18°C); light density: 120–150 μmol photons m^−2^ s^−1^].

### 2.2 Recurrent selection for Hybrid Mimics and small lines

Three hundred Ws/L*er* F2 plants were grown as the selection population. The parents Ws (*n* > 20) and L*er* (*n* > 20) and the reciprocal Hybrids (Ws × L*er* F1: *n* > 20, L*er* × Ws F1: *n* > 20) were grown in the same experiment as controls. For each plant, flowering initiation was scored as the day when inflorescence primordia became visible (IPV). For rosette diameter measurements, plants were photographed with a scale and rosette diameter of each plant was measured using ImageJ software (National Institutes of Health). Selection for an F1‐like phenotype or small plants was performed at 30 DAS based on rosette diameter and the time of flowering initiation. Plants initiating flowering beyond the range of the IPV of parents were excluded from the selection. “F1‐like” is defined as: (a) plants showing IPV within the range of parents' IPV; (b) at 30 DAS plants had the largest rosette diameter in the selection population or at least had rosette diameter similar to the rosette diameter of the F1 hybrids. The smallest plants were selected as the controls of large plants. The same selection process was carried out in Col/L*er* system using 300 Col/L*er* F2 plants and the control lines (Col, L*er*, Col × L*er* F1 and L*er* × Col F1, *n* > 20 per line). Twenty large and seven small F2 plants were selected from Ws/L*er* system (Figures S1 and S3), and 20 large and 10 small F2 plants were selected from Col/L*er* system (Figures S2 and S3). The F3 seeds from each selected F2 plant were harvested separately as different plant lines.

In the selection of the F3 generation, 30 F3 plants from each line were grown for selection, and the recurrent selection process was performed with the largest/smallest plants again selected based on the criteria of flowering initiation time and rosette diameter at 30 DAS. The same selection processes were performed in the F4 and in the subsequent generations. Some F3 plant lines produced by large F2 plants were not selected due to their unsatisfactory phenotype of small plant sizes or flowering initiation time later than both parents in the F3 generation. In the F6, plant lines having a F1‐like phenotypes in rosette diameter and uniformity were termed Hybrid Mimics and used to produce F7 lines. For the growth pattern of the parents, hybrids, and F7 lines, rosette diameters of each plant lines were measured at several time‐points during the growth (10, 15, 20, 25, and 30 DAS). *n* = 12–20.

### 2.3 Germination rate

To minimize the impact of seed age on seed germination, we grew the parental lines (Ws, L*er,* and Col), Ws/L*er,* and Col/L*er* F6 Hybrid Mimics and small plant lines under the same condition. Seeds of each plant were collected at similar time when all siliques were yellow and dry. In the same experiment, crosses between parents (Ws/L*er* and Col/L*er*) were made for hybrid seed production. The rates of seed germination of all plant line (Ws, L*er*, Col, Ws/L*er,* and Col/L*er* F1 hybrids, and Hybrid Mimics and small lines) were examined at approximately 4 weeks after seed collection. At least, 10 seeds per line were scored as one replicate. The data represent the average value from two to four replicates.

### 2.4 Transcriptome sample preparation and RNA extraction

For the sample set of Ws/L*er* system, the rosette leaves of 25‐day‐old parents Ws and L*er*, two reciprocal hybrids Ws × L*er* and L*er* × Ws, seven Hybrid Mimic lines (WL_HM1‐7), and two small lines (wl_sml1‐2) were collected at time Zeitgeber Time (ZT) = 6–8 (ZT = 0 refers to dawn). For the same set of Col/L*er* system, the rosette leaves of 25‐day‐old parents Col and L*er*, two reciprocal hybrids Col × L*er* and L*er* × Col, six Hybrid Mimic lines (CL_HM1‐6), and two small lines (cl_sml1‐2) were collected. The transcriptomes of Hybrid Mimics CL_HM5 and CL_HM6 were excluded from the analysis due to unsatisfactory phenotypes of plant size at sampling day 25 DAS. Three biological replicates were collected per plant line. For the parents and hybrids, rosette leaves from three plants of each genotype were pooled as one biological replicate. For each Hybrid Mimic and small line, rosette leaves from one plant were collected as one biological replicate. RNA was extracted by a Maxwell RSC robot using RNA extraction kit (Promega, Maxwell RSC plant RNA kit, AS1500). The mRNA sequencing was performed by the Novogene [NOVOGENE (HK) COMPANY LIMITE, http://www.novogene.com] with 150 bp paired ends. Raw data of RNA‐seq were deposited in GEO (accession no. GSE131682).

### 2.5 Transcriptome analysis

The quality control reports of each sequencing sample were provided by the sequencing provider. Alignment of sequenced reads was performed using STAR version 2.5.3a against the TAIR10 reference genome and the araport11 annotation. The settings for the sequence alignment are as follows:

- outFilterMismatchNmax 10 \
- outSAMtype BAM SortedByCoordinate \
- quantMode GeneCounts \
- outFilterMultimapNmax 10 \
- outSAMattrIHstart 0 \
- outSAMmapqUnique 255 \
- outSAMmultNmax ‐1 \
- chimSegmentMin 40

More than 90% of reads could be uniquely mapped to exons (Table S2). The mapped counts were normalized according to the library size across all the samples. The DESEQ2 package (Love, Huber, & Anders, 2014) was used to determine significant differences in gene expression between samples under the “RStudio” environment. The detailed scripts are available on request from the corresponding author. A threshold of *p* ≤ .05 was applied to identify differentially expression genes (DEG). A number of DEGs were validated by real‐time PCR. Genes were only considered expressed and analyzed if genes with reads ≥50 across all the samples.

For generating a gene list of shared DEGs in the hybrids and Mimics, two filters were applied: (a) DEGs have to be shared in the F1 hybrids and at least three Hybrid Mimics with the same direction of alteration (up‐regulated or down‐regulated from MPV); (b) genes showing the same up‐ or down‐regulation in the hybrids and both small lines were unlikely to be important for heterotic phenotypes, so were excluded.

### 2.6 Gene ontology (GO) analysis

Gene enrichment analysis was performed on the AgriGO platform version 2.0 (agriGO v2.0: http://systemsbiology.cau.edu.cn/agriGOv2/) (Tian et al., 2017). Genes with reads ≥ 50 at least in one sample were considered expressed genes and used as the background gene list. Significant Go term is defined when significant level <.05 (Statistical test method: Fisher, Multi_test adjustment method: Hocheberg FDR). Minimum number of mapping entries = 5.

### 2.7 Real‐time PCR

RNA samples were treated with DNase I during the RNA extraction process, and then, the products were reverse transcribed using SuperScript® III Reverse Transcriptase (Invitrogen, 18080044). The resulting cDNA was diluted 50–200 times in nuclease‐free water. For real‐time PCR, 10 µl diluted cDNA was used as template in a 20 µl reaction. Real‐time PCR with SYBR green detection was performed using the real‐time PCR instrument ROTOR‐GeneQ (QIAGEN). The expression data for each gene were normalized to the expression of the housekeeping gene *At4g26410* (Czechowski, Stitt, Altmann, Udvardi, & Scheible, 2005). The following primers were used:

*CesA1‐F: 5′‐ GCTGTAACAAGGGGAGGCTC ‐3′*
*CesA1‐R: 5′‐ CCTATCCCATCTTCTCGCCTAACC ‐3′*
*UGD4‐F: 5′‐ CGTTTTGACTGAGTGGGACGAGT‐3′*
*UGD4‐R: 5′‐ GACAAAGGCAGGCATGTCCTTG ‐3′*
*XTH4‐F: 5′‐ TGGCGGTTCCGAACTTCAGC ‐3′*
*XTH4‐R: 5′‐ GGTTGTCCTGTTCTGTTTCCAAGGA ‐3′*
*XTH8‐F: 5′‐ CATCGGCTTCTGGTTCGGGA ‐3′*
*XTH8‐R: 5′‐ GGAATCGGGAGATGCGACATTCC ‐3′*
*AT4G26410‐F: 5′‐ GAGCTGAAGTGGCTTCCATGAC ‐3′*
*AT4G26410‐R: 5′‐ GGTCCGACATACCCATGATCC ‐3′*

## 3 RESULTS

### 3.1 Hybrid Mimics were selected from Ws/L*er* and Col/L*er* hybrids

Repeated F1‐like phenotype selection in the Ws/L*er* and Col/L*er* systems resulted in F6/F7 Hybrid Mimics in both hybrid systems (Figure 1a‐f and Figures S1–S4). Hybrids and Hybrid Mimic lines showed similarity in growth patterns as measured by increased rosette diameter compared with MPV (Figure 2a,b and Figure S5a,b). As in the C24/L*er* hybrids (Zhu et al., 2016), both Ws/L*er* and Col/L*er* hybrids germinated earlier than the parent lines (Table 1). At 28 hr after sowing (HAS), 90% of Col/L*er* hybrid seeds had germinated, approximately 3 hr ahead of the seeds of parental lines. At 24 HAS, 100% Ws/L*er* hybrids seeds had germinated, approximately 7 hr ahead of the seeds of parental lines. Earlier germination occurred in three of the Col/L*er* Hybrid Mimics (3 of 4) and five of the Ws/L*er* Hybrid Mimics (5 of 7); the small plant lines used as a control were similar to the parents in germination time (Table 1).

**Figure 1:**
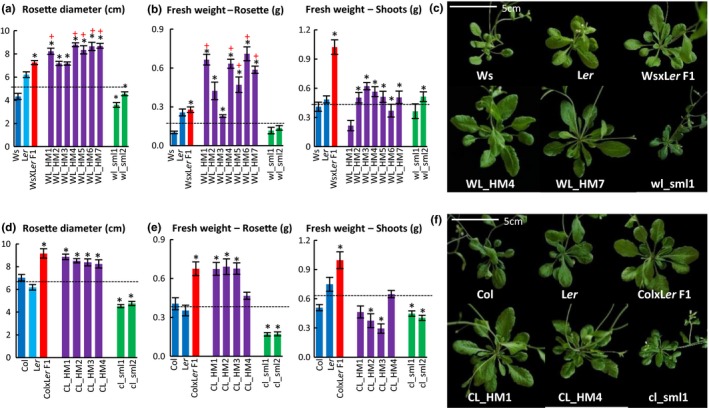
Hybrid Mimics selected from Ws/L*er* and Col/L*er* systems had increased rosette sizes and fresh weight at 30 days after sowing (DAS). Rosette diameter (RD) (a) and fresh weight (FW) (b) of the parents Ws and L*er*, WsxL*er* hybrids, seven F7 Ws/L*er* Hybrid Mimic lines (WL_HM 1‐7), and two F7 small lines (wl_sml1‐2) selected from Ws/L*er* system at 30 DAS. (c) Rosette phenotypes of the parents Ws and L*er*, Ws/L*er* hybrids, two representative Hybrid Mimic lines (WL_HM 4 and 7), and one small line (wl_sml1) at 30 DAS. Scale bar = 5 cm. Rosette diameter (d) and fresh weight (e) of parents Col and L*er*, ColxL*er* hybrids, four Col/L*er* Hybrid Mimic lines (CL_HM 1–4), and two small lines (cl_sml1‐2) selected from Col/L*er* system at 30 DAS. (f) Rosette phenotypes of the parents Col and L*er*, Col/L*er* hybrids, two representative Hybrid Mimic lines (CL_HM 1 and 4), and one small line (cl_sml1) at 30 DAS. Scale bar = 5 cm. The black dotted line represents MPV. For the fresh weight measurements, the fresh weights of rosette leaves and shoots of each plant were measured separately. *p* value is generated using Student's *t* test. * indicates *p* < .05; + indicates RD/FW > F1, *p* < .05. Error bars = *SE*, *n* > 7

**Figure 2:**
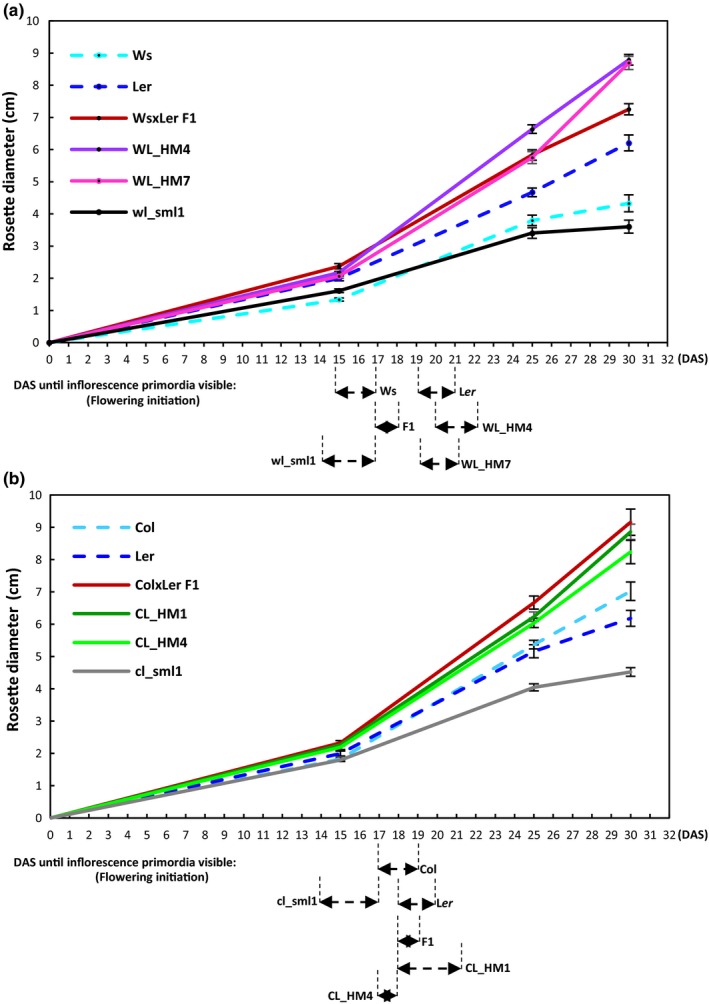
Hybrid Mimics selected from Ws/L*er* and Col/L*er* systems showed growth patterns similar to the hybrids. (a) Growth course of parent Ws and L*er*, WsxL*er* hybrids, two representative Hybrid Mimic lines (WsL*er*_HM 4 and 7), and one small line (wsl*er*_sml1). Error bars = *SE*, *n* = 12–15. (b) Growth course of parent Col and L*er*, ColxL*er* hybrids, two representative Hybrid Mimic lines (ColL*er*_HM 1 and 4), and one small line (coll*er*_sml1). Error bars = *SE*, *n* = 17–20. The time of flowering initiation was scored as the DAS until inflorescence primordia were visible. The time frame of flowering initiation in each line was marked under the graph

**Table 1:** Germination time of the parents (Ws, L*er,* and Col), hybrids (Ws/L*er* and Col/L*er*), Hybrid Mimics, and small lines

	Ws (%)	L*er* (%)	Ws/L*er* F1 (%)	WL_HM1 (%)	WL_HM2 (%)	WL_HM3 (%)	WL_HM4 (%)	WL_HM5 (%)	WL_HM6 (%)	WL_HM7 (%)	wl_sml1 (%)	wl_sml2 (%)
24 HAS	45	29	100	88	81	93	64	80	87	58	29	36
28 HAS	66	57	100	88	94	100	86	88	100	94	71	50
31 HAS	100	85	100	94	100	100	100	88	100	100	93	100
48 HAS	100	100	100	100	100	100	100	100	100	100	100	100

	Col (%)	L*er* (%)	Col/L*er* F1 (%)	CL_HM1 (%)	CL_HM2 (%)	CL_HM3 (%)	CL_HM4 (%)		cl_sml1 (%)	cl_sml2 (%)		
24 HAS	60	29	68	87	60	31	94		39	14		
28 HAS	77	57	90	93	67	86	100		79	35		
31 HAS	100	85	95	93	87	100	100		100	47		
48 HAS	100	100	100	100	100	100	100		100	100		

Note

The values present the percentage of germinated seeds at 24, 28, 31, and 48 hr after sowing (HAS). The red type indicates the time point when the majority of seed from a line (>80%) have germinated.

Ws/L*er* and Col/L*er* F1 hybrids had rosette diameters 20% and 15% larger than the better parent (L*er*) at 15 DAS (Figure S5c). Four Hybrid Mimics (WL_HM2, 3, 4, and 5) had rosette diameter similar to the Ws/L*er* hybrids, and WL_HM1, 6, and 7 had rosette sizes similar to the parent L*er* at 15 DAS (Figure S5c) (*p* > .05). The hybrids and Mimics had rapid growth rates at approximately two to three weeks after sowing and at later stages (Figure 2a,b and Figure S5a,b). At 30 DAS, all seven Ws/L*er* Hybrid Mimic lines had larger rosette diameters than the MPV (Figure 1a,c) (*p* < .05). In the Col/L*er* system, the hybrids had increased total fresh weights; the four Hybrid Mimics had fresh weights similar to the larger parent (L*er*) (Figure 1e) (*p* > .05)*.* At 30 DAS, plants were at different developmental stages due to flowering‐time differences. The ratio between the biomass of rosette leaves and shoots was different in the parents, hybrids, and F7 lines (Figure 1b,e).

Five Mimic lines in the Ws/L*er* system (WL_HM1, 4, 5, 6, and 7) had rosette diameters larger than the F1 with 13%–21% increase and 169%–255% increase in the fresh weight of the rosette leaves (*p* < .05). The remaining two Hybrid Mimic lines WL_HM 2 and 3 were equivalent to the F1 in plant size (Figure 1a,b). The overall fresh weights of WL_HM lines were less than the Ws/L*er* hybrid due to a less well‐developed shoot at 30 DAS, since the WL_HMs had delayed flowering initiation relative to the Ws/L*er* F1 hybrids (Figure 1b). Hybrid Mimic lines had a high level of uniformity in growth pattern, rosette size, leaf morphology, and flowering time, indicating a “fixed” phenotype; the uniformity of WL_HM5 and WL_HM7 was lower than the F1 hybrids and other Hybrid Mimics (Figures S4–S6), Table S1).

In the Col/L*er* system, the two earlier germinating Hybrid Mimics had plant sizes comparable to the F1 and larger than the parents at 15 DAS (Figure S5c). The remaining two HMs (CL_HM2 and 3) had rosette diameters similar to the parents at 15 DAS (Figure S5c) (*p* > .05). Unlike the Hybrid Mimic selections in Ws/L*er*, none of the four CL_HMs had rosette diameters or fresh weights greater than the hybrid (Figure 1d,e). The two small F7 lines in the Col/L*er* system (cl_sml1‐2) had plant size and rosette biomass approximately half to two‐thirds that of the parents (Figure 1a–f).

### 3.2 Identification of differentially expressed genes in the Hybrid and Mimics

Rosette leaves of 25 DAS plants from each Hybrid Mimic, parents, F1 hybrids, and small lines were sampled for transcriptome analysis. 

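Rosette leaves were collected at 25 DAS, and 72 libraries of 24 conditions were sequenced with 3 libraries per condition. The conditions were the parents Ws, Ler and Col, both reciprocal crosses of each F1 hybrid, 7 Ws/Ler and 6 Col/Ler Hybrid Mimic lines, and 2 small lines per system. Each library of a parent or a hybrid held leaves of 3 plants, and each library of an F7 line held leaves of 1 plant. The authors aligned the reads to the TAIR10 genome with STAR and deposited the number of reads counted on each gene of the Araport11 annotation, without normalization. The paper's text does not name the strand setting of this counting, so the counts of genes that overlap on opposite strands are uncertain. Between 17741358 and 28527725 reads per library were counted on genes, with 18659056 to 20853103 in the 6 Ws/Ler hybrid libraries and 18782035 to 25073140 in the 6 Col/Ler hybrid libraries. Pairs of replicate libraries differed by more than the sampling of counts, with a chi-square per gene of 4.67 to 108, where sampling alone gives about 1. The MPV was made from the parents' counts. For each replicate number, the counts of both parents were scaled to their mean library size and added, which gave 3 MPV libraries per system. Parents were paired only by this number. An SD between MPV libraries is therefore not the spread between parent samples, and the tests treat each sum like a single library. The Ler libraries enter the MPV of both systems. Each hybrid, with both reciprocal crosses as 1 group of 6 libraries, and each F7 line, with 3 libraries, was compared with the MPV by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, and genes with an adjusted p at or under 0.05 were called differentially expressed. The methods of the paper name DESeq2 and a threshold on p without naming an adjustment, so counts at an unadjusted p at or under 0.05 are given beside the adjusted ones. Lines CL_HM5 and CL_HM6, which the paper excluded for their plant size, were not used in these comparisons.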

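Principal components were computed from log2 counts scaled by library size (prior count 2) of the 500 expressed genes with the largest variance across 66 libraries. The first component held 30.0% of the variance and the second 15.2%. In the plane of both, the 7 Ws/Ler Hybrid Mimics lay at a median distance of 17.3 from the mean of the Ws/Ler hybrids, with a range of 5.21 to 34.3 across lines. Ws lay at 20.7, Ler at 15.5, and the small lines at 33.2 and 36.4 from the same mean. The 4 Col/Ler Hybrid Mimics lay at a median distance of 25.3 from the Col/Ler hybrids, with a range of 11.1 to 33.4. Col lay at 24.8, Ler at 54.2, and the small lines at 32.0 and 44.6. With all expressed genes the Ws/Ler Hybrid Mimics lay at a median of 40.2, farther than the mean of 22.4 for both parents, and the Col/Ler Hybrid Mimics at 25.3 against 38.5. With a prior count of 0.5 the medians were 23.6 against 32.6 and 29.2 against 53.3.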

Principal component analysis (PCA) of the transcriptome data showed similarity of the gene expression patterns in hybrids and Mimics (Figure S7). Transcriptomes of each of the Hybrid Mimic lines were compared with the corresponding parents and hybrids (Table S2). Approximately 18,000 genes were expressed with a read cut‐off of 30. 

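The authors' counts cover 37336 genes. Of these, 19288 had 30 counts or more in at least 1 of the 66 libraries, 14006 had 30 or more in every library, and 16856 had a mean of 30 or more. A minimum of 50 counts in at least 1 library, which the paper's methods use for the background of the GO analysis, was met by 18254 genes, and 12905 genes had 50 or more in every library. The first of these 2 minimums was applied to the libraries of each comparison, which left 18136 genes in the Ws/Ler system, 17921 in the Col/Ler system and 17043 in the parents.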

Differentially expressed genes (DEG) were defined by a significance value of *p* < .05 from the MPV. 

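The 9 parent libraries were fitted together. Between Ws and Ler, 3524 genes were differentially expressed at an adjusted p at or under 0.05, of which 1719 were higher in Ws and 1805 lower. Between Col and Ler, 2448 genes were differentially expressed, of which 1330 were higher in Col and 1118 lower. At an unadjusted p at or under 0.05 the counts were 6299 and 4945, with at least 50 counts in every library 2341 and 1544, and with a fit of only the groups compared 1823 and 2429. The replicate block gave 2212 and 1678. Single libraries also moved them by a large factor. The count for Ws against Ler was 2019 without Ler replicate 2, 2085 without Ws replicate 2, 2190 without Ler replicate 1 and 5984 without Ler replicate 3. That for Col against Ler was 1402 without Col replicate 1, 1469 without Col replicate 3 and 1489 without Col replicate 2.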

A total of 8,681 genes, approximately 50% of expressed genes, were differentially expressed between Ws and L*er*; fewer DEGs (2,053 genes, 11%) were identified between Col and L*er*. 

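In the Ws/Ler hybrids, 52 of 18136 genes differed from the MPV at an adjusted p at or under 0.05, with 22 up-regulated and 30 down-regulated. At an unadjusted p at or under 0.05, the alternative that moved the count most, 1614 genes differed. Leaving out a single library gave 14 without MPV replicate 2, 22 without MPV replicate 1, 26 without MPV replicate 3, 28 without WsxLer F1 replicate 2, 31 without LerxWs F1 replicate 3 and 32 without LerxWs F1 replicate 1. Of the 52 genes, 44 had a mean of at least 50 normalized counts in the higher group and every hybrid library on the same side of every MPV library, and the 3 largest rises and falls among these are given here. AT5G37665 had 185 ± 38.7 normalized counts (SD, n = 6) in the hybrids against 10.2 ± 8.54 in the MPV (SD, n = 3), a log2 fold change of 4.18 (standard error 0.69, adjusted p = 0.0022 from edgeR's quasi-likelihood test). AT2G34655 had 399 ± 136 normalized counts (SD, n = 6) in the hybrids against 145 ± 31.1 in the MPV (SD, n = 3), a log2 fold change of 1.46 (standard error 0.32, adjusted p = 0.037 from edgeR's quasi-likelihood test). AT3G62490 had 288 ± 69.2 normalized counts (SD, n = 6) in the hybrids against 106 ± 22.9 in the MPV (SD, n = 3), a log2 fold change of 1.44 (standard error 0.27, adjusted p = 0.014 from edgeR's quasi-likelihood test). Some of these calls rest on single libraries. AT2G34655 was not called without MPV replicate 1, 2 or 3 (adjusted p = 0.086, 0.20 and 0.23 from edgeR), without WsxLer F1 replicate 2 (0.076) or without LerxWs F1 replicate 3 (0.077). AT3G62490 was not called without MPV replicate 2 or 3 (adjusted p = 0.11 and 0.12 from edgeR), nor AT5G37665 without MPV replicate 2 (0.053). The largest falls were in AT3G29734, AT3G29739 and AT3G29736, which lie close together in the TAIR10.1 annotation of the reference and had 0 to 4 counts in every hybrid library and at least 201 in every MPV library. AT3G29736 had at most 3 counts in each hybrid library and was at least 57.9-fold lower than in the MPV. In this annotation 5 of the 6 genes are pseudogenes and AT2G34655 is protein coding. Reads of a pseudogene can be shared with similar copies, so these counts are uncertain.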

1,740 DEGs (9.5%) were identified in the Ws/L*er* hybrids compared with the MPV (Figure 3a, Table S3). Of the 1,740 DEGs, approximately half (782 genes) were differentially expressed between the two parents (Table S3). 

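Of the 52 genes called in the Ws/Ler hybrids, 20 were also differentially expressed between Ws and Ler at an adjusted p at or under 0.05, and at the unadjusted threshold 627 genes were in both groups. The fits tested 1688 of the genes that the paper lists for these hybrids in Table S3, and all 1688 changed in the listed direction. Across these genes the log2 fold changes had a Spearman correlation of 0.996 with the listed ones, where genes are not independent replicates. At the adjusted threshold 52 of them were called, and 1317 at the unadjusted one.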

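Against the MPV, 4074 genes were differentially expressed in WL_HM1, 4294 in WL_HM2, 2194 in WL_HM3, 6284 in WL_HM4, 3222 in WL_HM5, 4709 in WL_HM6, 2891 in WL_HM7, 6232 in wl_sml1 and 7479 in wl_sml2, at an adjusted p at or under 0.05 from edgeR's quasi-likelihood test. At the unadjusted threshold they ranged from 4811 to 8985. Fitting only the 2 groups compared gave 526 genes in WL_HM3 and 1830 in WL_HM6. In 6 lines, leaving out a single library moved the count by a large factor. In WL_HM2 it was 2703 without MPV replicate 3 and 2773 without MPV replicate 2. In WL_HM3 it was 1113 without MPV replicate 3 and 1115 without MPV replicate 2. In WL_HM4 it was 4186 without MPV replicate 3. In WL_HM5 it was 1926 without WL_HM5 replicate 3, 1982 without MPV replicate 2 and 2036 without MPV replicate 3. In WL_HM6 it was 2153 without WL_HM6 replicate 2, 2518 without MPV replicate 2 and 2610 without MPV replicate 3. In WL_HM7 it was 1606 without WL_HM7 replicate 1, 1751 without MPV replicate 3 and 1781 without MPV replicate 2.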

The numbers of differentially expressed genes in the Ws/L*er* Hybrid Mimics and small lines ranged from 5,310 to 9,459 (29% −52%) (Figure 3a). 

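In the Col/Ler hybrids, 72 of 17921 genes differed from the MPV at the adjusted threshold and 1293 at the unadjusted one. The count was 24 without MPV replicate 3, 44 without ColxLer F1 replicate 1 and 45 without ColxLer F1 replicate 3. Between Col and Ler, 42 of the 72 genes were also differentially expressed. Of the 876 genes that the paper lists for these hybrids in Table S3, 834 were tested, all changed in the listed direction, and 72 were called here, with 771 at the unadjusted threshold. The rule on the mean and on separated libraries left 59 of the called genes. AT5G37665, a pseudogene, had 107 ± 25.7 normalized counts (SD, n = 6) in the hybrids against 10.6 ± 9.10 in the MPV (SD, n = 3), a log2 fold change of 3.33 (standard error 0.45, adjusted p = 0.0055 from edgeR's quasi-likelihood test). SADHU3-1 (AT3G44042), a retrotransposon, had 52.4 ± 12.0 normalized counts (SD, n = 6) in the hybrids against 10.2 ± 6.97 in the MPV (SD, n = 3), a log2 fold change of 2.34 (standard error 0.40, adjusted p = 0.016 from edgeR's quasi-likelihood test). AT5G34795, a transcribed pseudogene, had 56.8 ± 10.6 normalized counts (SD, n = 6) in the hybrids against 28.4 ± 1.02 in the MPV (SD, n = 3), a log2 fold change of 1.00 (standard error 0.19, adjusted p = 0.027 from edgeR's quasi-likelihood test). SADHU3-1 was not called without MPV replicate 1 or 2 (adjusted p = 0.080 and 0.081 from edgeR). AT5G34795 was not called without MPV replicate 1, 2 or 3, ColxLer F1 replicate 1 or LerxCol F1 replicate 2 (adjusted p = 0.090, 0.094, 0.21, 0.060 and 0.052 from edgeR). AT3G29734, AT3G29739 and AT3G29736 had 0 counts in each of the 6 hybrid libraries and were at least 107-fold, 87.2-fold and 63.6-fold lower than in the MPV, where every library had at least 194 counts. Reads of these pseudogenes and of the retrotransposon can be shared with similar copies.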

Of the 876 DEGs (5% of the expressed genes) in the Col/L*er* hybrids, 171 genes were differentially expressed between the two parents (Figure 3a, Table S3). 

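For the Col/Ler lines, 2620 genes were differentially expressed from the MPV in CL_HM1, 3244 in CL_HM2, 4678 in CL_HM3, 4268 in CL_HM4, 9118 in cl_sml1 and 9054 in cl_sml2 at an adjusted p at or under 0.05. The unadjusted threshold gave 5026 to 10119 genes. Single libraries moved the counts of all 4 Hybrid Mimics by a large factor. In CL_HM1 it was 1650 without CL_HM1 replicate 2 and 1688 without MPV replicate 3. In CL_HM2 it was 2029 without CL_HM2 replicate 3, 2030 without MPV replicate 3 and 2131 without CL_HM2 replicate 2. In CL_HM3 it was 2513 without MPV replicate 3. In CL_HM4 it was 2745 without CL_HM4 replicate 3 and 2835 without MPV replicate 2. In the small lines the counts with 1 library left out stayed between 7440 and 8901.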

The numbers of DEGs in different Col/L*er* F7 lines ranged from 4,226 to 9,906 (23% −55%) (Figure 3a). 

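Among the genes called in the hybrids, 57.7% were down-regulated in Ws/Ler and 84.7% in Col/Ler. At the unadjusted threshold the shares were 45.4% and 66.0%, with 882 genes up and 732 down in Ws/Ler and 440 up and 853 down in Col/Ler. The share depends on how the MPV is taken. With the MPV on the log scale, as the mean of the parents' log2 values, 26.3% of 601 genes were down-regulated in Ws/Ler and 25.0% of 569 in Col/Ler. With DESeq2 in place of edgeR, the shares were 50.0% of 186 genes and 73.8% of 145 genes. Without MPV replicate 2, the Ws/Ler share was 85.7%, and in the fit of only the groups compared 74.4%. The paper's Table S3 lists 1030 of 1740 genes as down-regulated in Ws/Ler and 580 of 876 in Col/Ler.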

In both Ws/L*er* and Col/L*er* hybrids, approximately two‐thirds of DEGs were down‐regulated compared with the MPV (Figure 3a, Table S3). 

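Down-regulated genes made up 58.5% of the calls in WL_HM1, 60.2% in WL_HM2, 51.3% in WL_HM3, 55.1% in WL_HM4, 60.2% in WL_HM5, 52.7% in WL_HM6 and 58.8% in WL_HM7, and 54.7% in CL_HM1, 54.2% in CL_HM2, 55.0% in CL_HM3 and 50.3% in CL_HM4. In the small lines the shares were 51.6% (wl_sml1), 52.7% (wl_sml2), 54.5% (cl_sml1) and 53.0% (cl_sml2). DESeq2 left 5 of the 7 Ws/Ler Hybrid Mimics and 0 of the 4 Col/Ler Hybrid Mimics with more genes down than up, and the MPV on the log scale left 4 and 0. Scaling by total counts in place of TMM moved the median log2 fold change of all genes by 0.14 in wl_sml1, 0.20 in wl_sml2, 0.25 in cl_sml1 and 0.26 in cl_sml2, and by less than 0.1 in the other lines. The share of down-regulated genes was then 76.9% in WL_HM2, 68.7% in WL_HM3, 70.5% in WL_HM4, 75.5% in WL_HM5, 66.2% in CL_HM2 and 37.1% in CL_HM4, and 33.7% in wl_sml1, 30.8% in wl_sml2, 27.9% in cl_sml1 and 26.98% in cl_sml2.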

In each F7 Hybrid Mimic line, there were more DEGs down‐regulated than up‐regulated (Figure 3a).

**Figure 3:**
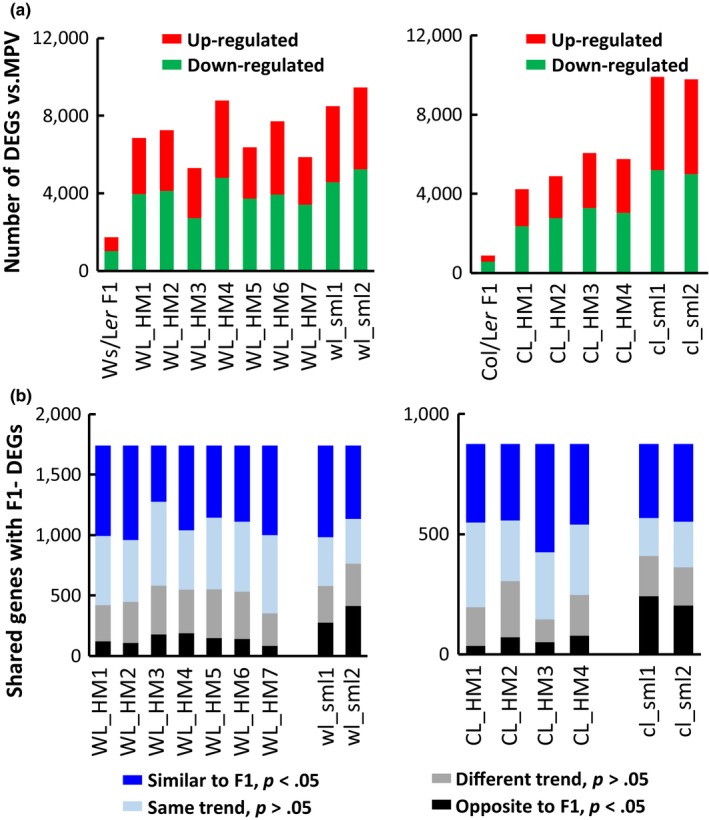
Transcriptome analysis of parents, hybrid, and hybrid mimics. (a) Numbers of differentially expressed genes (DEGs) in the hybrids, Mimics, and small lines compared with the MPV. Red and green colors indicate the up‐/down‐regulated genes. (b) The number of shared DEGs between F1 and Hybrid Mimic or small line. F1 DEGs were categorized into four groups based on the expression patterns and the *p* value from the MPV in the F7 line

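The direction of the genes called in the hybrids was compared between each hybrid and its F7 lines, in the 4 groups of Figure 3b. Of the 52 Ws/Ler F1 DEGs, 71.2 to 88.5% had the same direction from the MPV in the 7 Hybrid Mimics, and 1.92 to 11.5% were called in the opposite direction. Of the 72 Col/Ler F1 DEGs, the shares in the 4 Hybrid Mimics were 69.4 to 86.1% and 4.17 to 12.5%. The wider lists at the unadjusted threshold gave 65.7 to 79.4% and 5.51 to 10.2% in Ws/Ler, and 69.5 to 83.4% and 4.41 to 11.8% in Col/Ler. Leaving out CL_HM4 replicate 1 lowered the lowest Col/Ler share with the same direction to 59.2% and raised the highest share in the opposite direction to 17.1%.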

In the Hybrid Mimics, the majority (65%–83%) of F1 DEGs had differential expression in the same direction or showed the same trend; only a small proportion (4%–11%) of F1 DEGs was expressed in an opposite direction. In the small lines, 16%‐28% of F1 DEGs were expressed in an opposite direction (Figure 3b).

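In the small lines, 80.8% (wl_sml1) and 71.2% (wl_sml2) of the Ws/Ler F1 DEGs had the same direction as in the hybrid, and 11.5% and 21.2% were called in the opposite direction. Of the Col/Ler F1 DEGs, 51.4% (cl_sml1) and 55.6% (cl_sml2) had the same direction, and 38.9% and 30.6% were called in the opposite one. The unadjusted lists gave 14.5% in wl_sml1, 21.4% in wl_sml2, 31.3% in cl_sml1 and 27.1% in cl_sml2 in the opposite direction. Without MPV replicate 2, the highest Ws/Ler share was 7.14%, and without MPV replicate 3 the Col/Ler shares were 12.5% and 20.8%. Hybrids and lines are compared with the same MPV libraries, so a gene can share its direction through the MPV alone. In 20 simulations, hybrids and lines both had no difference from the MPV. The genes of lowest p, as many as the real F1 DEGs, stood in for them. The median share with the same direction was 98.1% in Ws/Ler (90.4% to 100%) and 97.2% in Col/Ler (90.3% to 100%), and with the unadjusted lists 92.7% and 92.4%. Real F1 DEGs may hold true changes, so this range is not the share expected of an unchanged line for the real list. The highest simulated share is the largest possible, so no line can lie above it; every Hybrid Mimic and small line lay below the lowest simulated share of its system. Hybrids and lines were also set against different MPV libraries. The F1 DEGs were then the genes called against 2 MPV libraries, as few as 14 in Ws/Ler and 24 in Col/Ler. Each line was set against the third library, and the shares were averaged over the 3 choices. In Ws/Ler, 62.1 to 76.5% of these genes had the same direction in the Hybrid Mimics, and 75.6% and 64.4% in the small lines. The Col/Ler shares were 65.2 to 82.0% in the Hybrid Mimics and 52.4% and 60.6% in the small lines. Hybrids and lines simulated with no difference from the MPV gave 34.7 to 65.5% (Ws/Ler) and 36.5 to 59.0% (Col/Ler) in this way. The simulated genes varied independently, which real genes need not do, so this range may be too narrow. Above this range lay 6 of the 7 Ws/Ler Hybrid Mimics (WL_HM3 lay within it), the 4 Col/Ler Hybrid Mimics, wl_sml1 and cl_sml2.

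**Figure D1:**
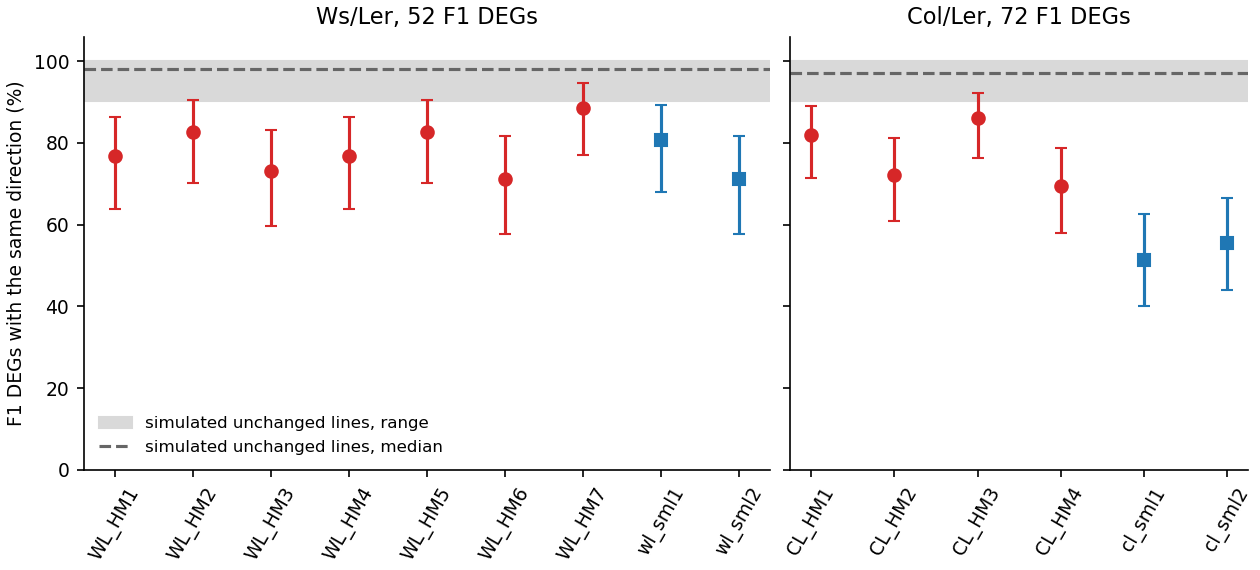
Percent of F1 DEGs with the same direction from the MPV in each F7 line, with the 95% Wilson interval as the bar (circles, Hybrid Mimics; squares, small lines). The interval takes genes as independent, which they need not be, and does not measure the spread between plants. The grey band and dashed line give the range and median of simulations in which hybrids and lines both had no difference from the MPV. Every line lies below the band, which is not the share expected of an unchanged line for the real F1 DEGs.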

The DEGs common to F1 hybrids and Hybrid Mimic lines are likely to be associated with their common phenotypes of increased rosette size and biomass. Of the 550 DEGs shared between the Ws/L*er* hybrids and three or more Mimic lines but not shared with the two control small lines, genes in the GO terms “cell wall organization or biogenesis” (37 genes) and “defense response” (49 genes) were overrepresented (Figure S8, Tables S4 and S5). 

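Both filters of the paper's methods were applied to the calls: an F1 DEG had to be called in the same direction in at least 3 Hybrid Mimics, and genes called in the same direction in both small lines were left out. In Ws/Ler, 13 genes passed, against 496 at the unadjusted threshold, 244 with the MPV on the log scale and 49 with DESeq2. With single libraries left out, the number was 4 without MPV replicate 2, 8 without MPV replicate 3, 8 without LerxWs F1 replicate 3 and 26 without WL_HM3 replicate 3. Whether these genes fall in GO terms more often than others was not analysed here.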

In the Col/L*er* set (179 DEGs), there was significant enrichment of the DEGs in pathways including “cell redox homeostasis” (7 genes encoding glutaredoxin) and “flowering time, shoot system development” (13 genes) (Figure S8, Tables S6 and S7).

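The same filters left 13 genes in Col/Ler, 300 at the unadjusted threshold, 149 with the MPV on the log scale and 35 with DESeq2. The number rests on single libraries: it was 1 without MPV replicate 3, 5 without MPV replicate 2, 6 without ColxLer F1 replicate 3, 6 without LerxCol F1 replicate 3, 7 without ColxLer F1 replicate 1, 8 without LerxCol F1 replicate 1, 8 without CL_HM2 replicate 2, 8 without CL_HM2 replicate 3 and 8 without cl_sml1 replicate 3.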

### 3.3 Up‐regulation of cell wall biosynthesis in the hybrids and Hybrid Mimics

Of the 37 DEGs annotated in “cell wall organization or biogenesis”, 32 were up‐regulated in the Ws/L*er* hybrids and Hybrid Mimics, indicating increased activity of cell wall biosynthesis and/or cell wall expansion genes (Table S8). 

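Of the 37 genes in Table S8, 36 were tested. In the Ws/Ler hybrids, 31 had a positive log2 fold change, with a median of 0.35 over the list. Over all genes tested 0 were called up-regulated, against 24 up-regulated and 3 down-regulated at an unadjusted p at or under 0.05 from edgeR's quasi-likelihood test. Adjusted over the list alone, 7 were up-regulated and 1 down-regulated. The study picked the list from these libraries, so this count is not independent evidence. Without LerxWs F1 replicate 2, 1 gene was called up-regulated. In the 7 Hybrid Mimics, 12 to 24 genes of the list were called up-regulated and 0 to 6 down-regulated, and 22 were up-regulated in at least 3 of them. In wl_sml1 and wl_sml2, 16 and 20 were down-regulated. Scaling by total counts lowered the calls to 16 in wl_sml2, and gave 9 in WL_HM3 in place of 13.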

Cellulose, the primary component of cell walls, is synthesized by cellulose synthase (CesA) complexes (Endler & Persson, 2011). Arabidopsis contains 10 cellulose synthases (CesA1‐10) (McFarlane, Doring, & Persson, 2014). We found that apart from *CesA10* which was expressed at a low level in leaf tissue, all nine other *CesA* genes (*CesA1‐9*) were significantly up‐regulated or showed a trend of up‐regulation in the Ws/L*er* hybrids and the seven Hybrid Mimics (Figure 4a,b). Both *CesA1* and *CesA3* had 15%‐55% higher levels of expression in the Ws/L*er* hybrids, and the seven Hybrid Mimics were compared with the MPV. 

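CesA10 (AT2G25540) had at most 19 counts in any library and was not tested. The other 9 CesA genes had log2 fold changes of 0.10 to 0.87 in the Ws/Ler hybrids and of 0.20 to 1.59 in the Hybrid Mimics, positive in every comparison. In the hybrids, 0 of the 9 were called over all genes tested, and CesA1 and CesA3 had an unadjusted p under 0.05. In the Hybrid Mimics, CesA2 (AT4G39350), CesA3 (AT5G05170) and CesA6 (AT5G64740) were called up-regulated in 7 lines, CesA1 (AT4G32410) in 6, CesA7 (AT5G17420) in 5, CesA4 (AT5G44030) and CesA8 (AT4G18780) in 4, CesA5 (AT5G09870) in 3 and CesA9 (AT2G21770) in 1. The scaling moved some of these calls. With total counts, CesA4 was not called in WL_HM2, WL_HM4 and WL_HM5, CesA7 not in WL_HM1 and CesA8 not in WL_HM5 (adjusted p = 0.056, 0.080, 0.056, 0.063 and 0.056 from edgeR).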

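CesA1 had 9001 ± 1121 normalized counts (SD, n = 6) in the hybrids against 7653 ± 158 in the MPV (SD, n = 3), a log2 fold change of 0.23 (standard error 0.10, adjusted p = 0.44 from edgeR's quasi-likelihood test). CesA3 had 7064 ± 715 normalized counts (SD, n = 6) in the hybrids against 5943 ± 135 in the MPV (SD, n = 3), a log2 fold change of 0.25 (standard error 0.09, adjusted p = 0.31 from edgeR's quasi-likelihood test). The SDs of the MPV, whose libraries each sum both parents, are not comparable with those of the hybrids. LerxWs F1 replicate 2 lay apart from the other 5 in both genes, with 6744 against at least 9143 normalized counts for CesA1 and 5689 against at least 6979 for CesA3. Across the 7 Hybrid Mimics, the log2 fold change of CesA1 was 0.25 in WL_HM6, where it was not called (adjusted p = 0.096 from edgeR), to 0.65 in WL_HM1. That of CesA3 was 0.36 in WL_HM6 to 0.64 in WL_HM1, with adjusted p of 4.5e-05 to 0.012 from edgeR.

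**Figure D2:**
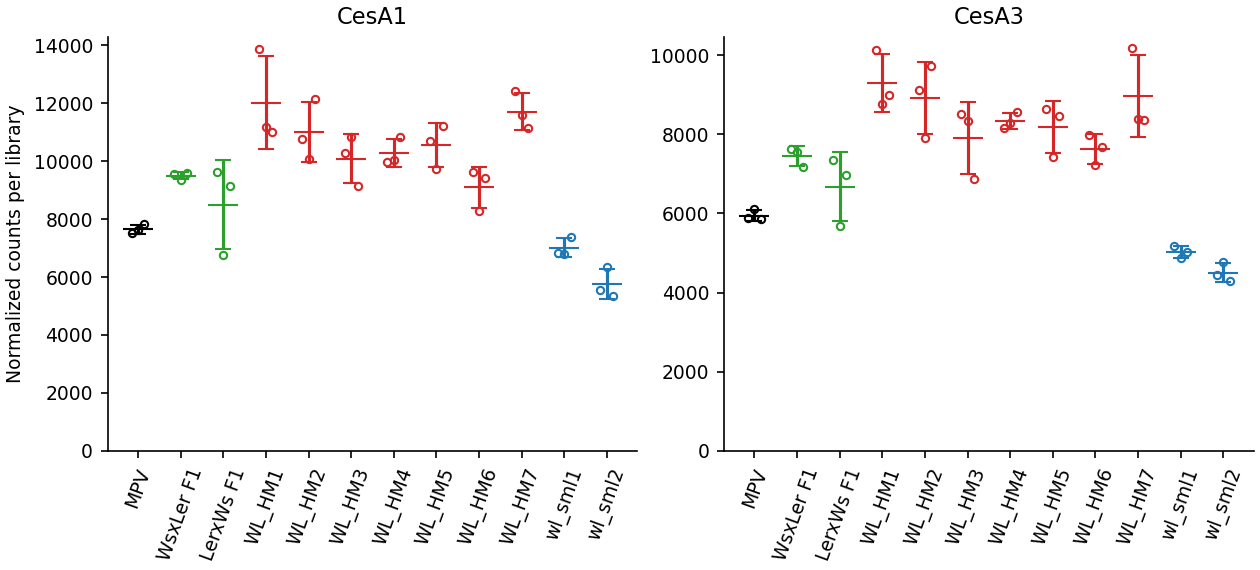
Normalized counts of CesA1 and CesA3 in each Ws/Ler library (points), with the mean and SD of each group of 3 libraries (bars). The MPV libraries, each a sum over both parents, sit between 7519 and 7827 for CesA1, and LerxWs F1 replicate 2 sits below them.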

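Against the MPV, CesA2, CesA5 and CesA6 were called down-regulated in both Ws/Ler small lines, CesA8 in wl_sml1 only, and CesA1 and CesA3 in wl_sml2 only. CesA2 fell furthest among the genes called in both, by log2 fold changes of -1.02 in wl_sml1 and -1.10 in wl_sml2. For CesA8 in wl_sml1 the change was -1.05 (standard error 0.34, adjusted p = 0.018 from edgeR's quasi-likelihood test). CesA4 and CesA7 had negative changes in both lines that were not called, and CesA9 differed in sign between them (0.35 and -0.17). With total counts in place of TMM, which shift the median of all genes upwards in these lines, CesA5 was not called in either line and CesA9 turned positive in wl_sml2 (log2 0.02).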

Five *CesA* genes had reduced expression in the small plants (Figure 4b). 

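In wl_sml1, CesA3 had 5031 ± 147 normalized counts (SD, n = 3), a log2 fold change from the MPV of -0.24 (standard error 0.10), which was not called (adjusted p = 0.070 from edgeR's quasi-likelihood test). DESeq2 called it (adjusted p = 0.048), and with total counts in edgeR the change was -0.10 (adjusted p = 0.48).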

In the small line wl_sml1, *CesA3* was down‐regulated by 20%. In the second small line (wl_sml2), both *CesA1* and 3 were more than 30% down‐regulated compared with the MPV (Figure 4b).

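CesA1 in wl_sml2 had 5756 ± 522 normalized counts (SD, n = 3) and a log2 fold change of -0.41 (standard error 0.11, adjusted p = 0.0044 from edgeR), and CesA3 had 4503 ± 244 (SD, n = 3) and -0.40 (standard error 0.10, adjusted p = 0.0027 from edgeR). Both calls depend on the scaling. With total counts the changes were -0.21 and -0.20, and neither gene was called (adjusted p = 0.082 and 0.12 from edgeR).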

**Figure 4:**
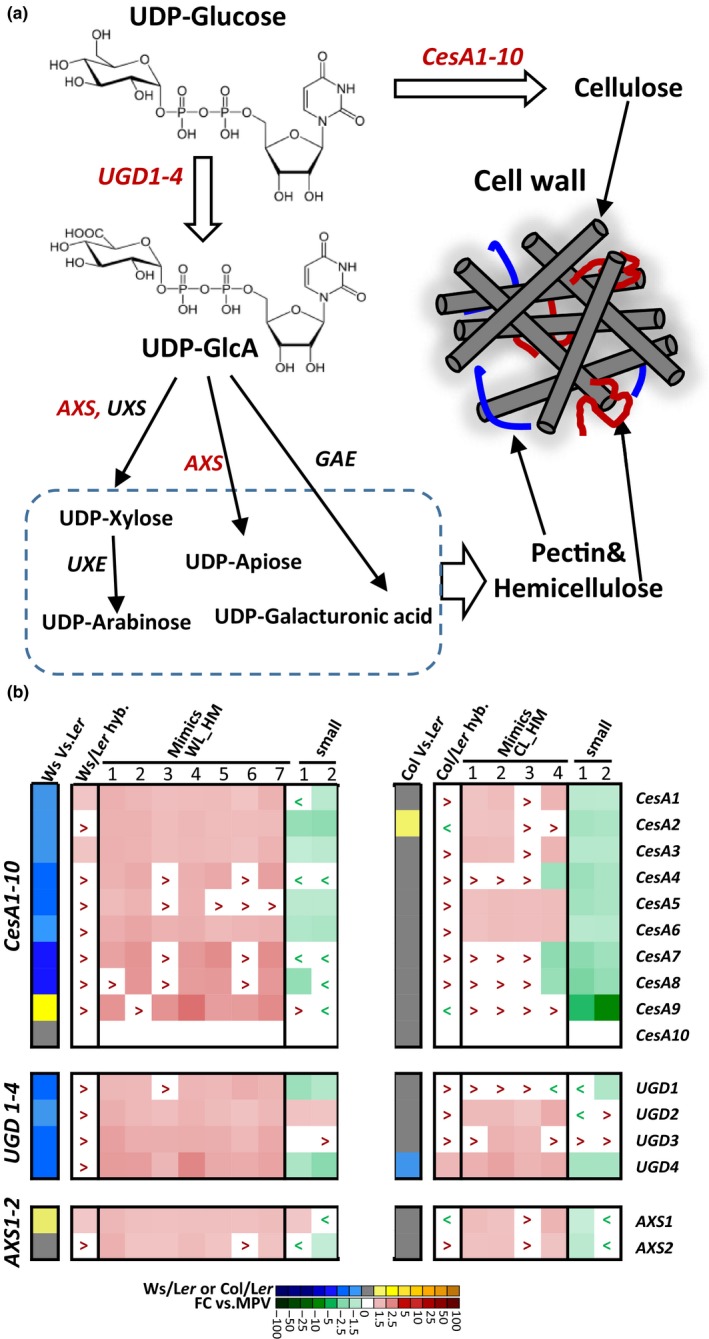
Cell wall biosynthesis genes were up‐regulated in the hybrids and Mimics. (a) The biochemical pathway of cell wall biosynthesis. Genes encoding the enzymes for production of cellulose, hemicellulose, and pectin are indicated. Genes up‐regulated in the hybrids and Mimics are in red letters. UDP‐GlcA, UDP‐glucuronic acid; *CesA: cellulose synthase*; *UGD: UDP‐glucose dehydrogenase*; *AXS, UDP‐apiose/UDP‐xylose synthase; UXS, UDP‐xylose synthase; GAE, UDP‐glucuronic acid epimerase; UXE, UDP‐xylose epimerase*. (b) Heat maps showing the expression levels of cell wall biosynthesis genes *CesA1‐10*, *UGD1‐4*, and *AXS1‐2* in the F1 hybrids, Hybrid Mimics, and small lines in Ws/L*er* and Col/L*er* systems. Red/green colors indicate the up‐/down‐regulated fold change (FC) from the MPV. “>” or “<” indicates that expression shows an up or down trend, but the change is not significant (*p* > .05 from the MPV). Blue/yellow color indicates the comparison between the two parents in Ws/L*er* or Col/L*er* system

In the Ws/L*er* hybrids and Mimics, changes in gene expression were also found in the biosynthesis of non‐cellulosic wall polysaccharides. UDP‐glucose dehydrogenase (UGD) plays a key role in the nucleotide sugar biosynthetic pathway. UGDs convert UDP‐glucose to UDP‐glucuronic acid (UDP‐GlcA), which is a common precursor of arabinose, xylose, galacturonicacid, and apiose residues, the substrates for hemicellulose and pectin (Klinghammer & Tenhaken, 2007) (Figure 4a). 

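For the Ws/Ler hybrids, UGD1 (AT1G26570), UGD2 (AT3G29360), UGD3 (AT5G15490) and UGD4 (AT5G39320) had log2 fold changes from the MPV of 0.31, 0.18, 0.16 and 0.34, with standard errors of 0.18, 0.09, 0.20 and 0.19 and adjusted p of 0.72, 0.63, 0.91 and 0.68 from edgeR's quasi-likelihood test. Of the 4 genes, 0 had an unadjusted p under 0.05. With 1 library left out, UGD1 ranged from 0.19 (without MPV replicate 3) to 0.47 (without MPV replicate 1) and UGD4 from 0.21 (without WsxLer F1 replicate 1) to 0.39. In the 7 Hybrid Mimics all changes were positive, from 0.20 for UGD1 in WL_HM3 to 1.27 for UGD4 in WL_HM4. UGD2 was called in 7 lines, UGD4 in 6, UGD3 in 5 and UGD1 in 2 (WL_HM4 and WL_HM6). With total counts, UGD3 was not called in WL_HM2, WL_HM4 and WL_HM5, UGD2 not in WL_HM3, WL_HM5 and WL_HM6, and UGD1 not in WL_HM4.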

Approximately 50% of cell wall biomass is derived from the precursor UDP‐GlcA (Zablackis, Huang, Muller, Darvill, & Albersheim, 1995), and the activities of all four *UGD* genes were significantly increased in Ws/L*er* Hybrid Mimics, although the up‐regulation of *UGD*s was not as marked in the Ws/L*er* F1 hybrid. *UGD1* and *4* were down‐regulated more than 50% in the two small plant lines (wl_sml1 and 2) (Figure 4b).

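UGD1 had 97.4 ± 19.3 normalized counts in the MPV, 49.8 ± 5.48 in wl_sml1 and 65.3 ± 14.1 in wl_sml2 (SD, n = 3 each), log2 fold changes of -0.96 and -0.57 (adjusted p = 0.0011 and 0.032 from edgeR). UGD4 had 229.7 ± 17.6 in the MPV, 142 ± 36.1 in wl_sml1 and 101 ± 16.4 in wl_sml2, changes of -0.69 and -1.19 (adjusted p = 0.018 and 1.4e-04 from edgeR). With total counts, UGD4 in wl_sml1 and UGD1 in wl_sml2 were not called (adjusted p = 0.070 and 0.18 from edgeR). UGD2 rose instead, by log2 0.30 in wl_sml1 (adjusted p = 0.033 from edgeR) and 0.25 in wl_sml2 (0.070, or 0.013 with total counts). UGD3 changed by 0.02 and 0.14 in these lines and was not called.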

*UDP‐D‐APIOSE/UDP‐D‐XYLOSE SYNTHASE 1 (AXS1)* is involved in cell wall biosynthesis by catalyzing the conversion of UDP‐D‐glucuronate to a mixture of UDP‐D‐apiose and UDP‐D‐xylose (Ahn et al., 2006). 

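AXS1 (AT2G27860) had 3543 ± 117 normalized counts (SD, n = 6) in the hybrids against 3136 ± 273 in the MPV (SD, n = 3), a log2 fold change of 0.18 (standard error 0.07, adjusted p = 0.39 from edgeR's quasi-likelihood test). Every hybrid library lay above every MPV library, and it passed the unadjusted threshold. Without MPV replicate 1 the change was 0.11. In the 7 Hybrid Mimics the log2 fold change was 0.32 to 0.53, with adjusted p of 2.4e-05 to 0.0051 from the same edgeR test. It was 0.20 in wl_sml1 (adjusted p = 0.057 from edgeR), where DESeq2 and total counts called the rise (adjusted p = 0.020 and 0.0058), and 0.0049 in wl_sml2 (adjusted p = 0.97). By chance, all 6 hybrid libraries lie above all 3 MPV libraries in 1 of the 84 possible splits of these 9 libraries.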

*AXS1* was up‐regulated in the Ws/L*er* hybrids and all seven Mimics, but not in the small line wl_sml2. *AXS2* showed gene activity similar to *AXS1* with an increased number of transcripts in the hybrid and Mimics, and fewer in the small plants (Figure 4b). 

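AXS2 (AT1G08200) had 3022 ± 147 normalized counts (SD, n = 6) in the hybrids against 2855 ± 104 in the MPV (SD, n = 3), a log2 fold change of 0.08 (standard error 0.09, adjusted p = 0.90 from edgeR's quasi-likelihood test). It rose in all 7 Hybrid Mimics, by log2 fold changes of 0.13 to 0.66, and was called in WL_HM1, WL_HM4 and WL_HM7. The call in WL_HM7 was lost with total counts (adjusted p = 0.075 from edgeR). In wl_sml2 it was -0.20 (adjusted p = 0.10 from edgeR). In wl_sml1 it had 2846 ± 75.5 normalized counts (SD, n = 3), a difference from the MPV smaller than the spread between replicates, whose sign turned positive with total counts (log2 0.13).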

Cell wall biosynthesis genes were more up‐regulated or trended to up‐regulation in the Ws/L*er* Hybrid Mimics than in the F1 hybrid, correlating with the plant sizes of Mimics being larger than the F1 hybrids (Figures 1 and 4).

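The 15 tested genes of Figure 4b (CesA1 to CesA9, UGD1 to UGD4, AXS1 and AXS2) were also tested as a set with camera at its preset correlation of 0.01, over 30 set tests in the system. The set passed as up-regulated in the Ws/Ler hybrids (adjusted p = 3.1e-05 from edgeR's camera), although 5 of the 84 splits of the same libraries gave as small a p. There 15 of 15 genes had a positive change with a median log2 of 0.18. In the 7 Hybrid Mimics 15 of 15 genes were positive in each line, with medians of 0.41 to 0.66 and adjusted p of 1.4e-10 to 7.1e-05 from the same test, and 11, 12, 6, 15, 11, 7 and 12 single genes were called in WL_HM1 to WL_HM7 (10, 10, 5, 12, 7, 6 and 11 with total counts). The difference between Hybrid Mimics and hybrids was not tested directly. The set was down-regulated in wl_sml2 (adjusted p = 0.022 from camera) and not called in wl_sml1 (0.054), although it was called in wl_sml1 without MPV replicate 3 or wl_sml1 replicate 1. Under fry, which allows for correlation between genes, the set was called in the hybrids (adjusted p = 0.034), all 7 Hybrid Mimics and both small lines. With the correlation estimated from the data it was called in none of them (adjusted p = 0.097 to 0.45 from camera). From the higher expression of these genes in the Hybrid Mimics than in the F1 hybrid, the paper states a correlation with the larger plants of the Mimics.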

The Col/L*er* hybrids and Mimics had the expression of the cell wall biosynthesis genes, *CesA, UDG,* and *AXS*, showing a trend of up‐regulation similar to the changes in the Ws/L*er* Hybrid and Mimics (Figure 4b). 

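In the Col/Ler hybrids, 13 of the 15 genes of Figure 4b had a positive log2 fold change, with a median of 0.05. Over all genes tested 0 were called, with 1 at an unadjusted p at or under 0.05. The set was not called in the hybrids (adjusted p = 0.061 from camera over 21 set tests, 0.48 from fry). Single libraries changed this result, with an adjusted p of 0.0096 without MPV replicate 2, 0.011 without LerxCol F1 replicate 1, 0.035 without LerxCol F1 replicate 2 and 0.047 without ColxLer F1 replicate 3. In CL_HM1, CL_HM2, CL_HM3 and CL_HM4 the set was up-regulated (adjusted p = 6.1e-05, 2.4e-05, 0.032 and 0.0023 from camera), with medians of 0.31, 0.38, 0.24 and 0.26, and fry also called all 4 lines. Camera with an estimated correlation called 0 of them. Of the single genes, 6, 10, 5 and 7 were called up-regulated in these lines. CesA1 and CesA3 were called in CL_HM1, CL_HM2 and CL_HM4, and CesA5 and CesA6 in CL_HM2, CL_HM3 and CL_HM4. UGD2 was called in all 4 lines, UGD3 in 2, AXS1 in 3 and AXS2 in 1. With total counts, calls were lost for UGD2 in CL_HM3, for UGD3 in CL_HM2 and CL_HM3 and for AXS2 in CL_HM2 (adjusted p = 0.096, 0.051, 0.082 and 0.089 from edgeR), and AXS2 was called in CL_HM4 (0.041). In CL_HM4, CesA4, CesA7 and CesA8 were called down-regulated (log2 -0.92, -1.15 and -1.01); with total counts CesA8 was not (adjusted p = 0.057). The sign of AXS1 in the hybrids depended on the scaling, at log2 -0.00098 with TMM and 0.03 with total counts. Of the genes of Table S8, 24 of 36 had a positive change in the hybrids, with 0 called up-regulated and 2 at the unadjusted threshold. In CL_HM1 to CL_HM4, 14, 17, 3 and 20 of them were called up-regulated, and 10 in at least 3 lines, or 5 without MPV replicate 3. In cl_sml1 and cl_sml2, 25 and 23 were called down-regulated.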

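CesA1 to CesA9 were all called down-regulated in cl_sml1 and in cl_sml2, with log2 fold changes of -2.22 to -0.43 and -2.65 to -0.42 and adjusted p at or under 0.024 from edgeR's quasi-likelihood test. With total counts, CesA1 and CesA6 were not called in cl_sml1 (adjusted p = 0.062 and 0.056 from edgeR), nor CesA1, CesA4 and CesA7 in cl_sml2 (0.10, 0.12 and 0.085).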

Nine *CesAs* were down‐regulated in the small plants selected from the Col/L*er* combination (Figure 4b). The key cell wall biosynthesis gene *UDG4* had 42% increased expression in the F1 and 50%‐80% up‐regulation in Hybrid Mimics. 

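UGD4 had 381 ± 70.9 normalized counts (SD, n = 6) in the hybrids against 266 ± 49.1 in the MPV (SD, n = 3), a log2 fold change of 0.52 (standard error 0.17, adjusted p = 0.34 from edgeR's quasi-likelihood test). It passed the unadjusted threshold of the same test. In the 4 Col/Ler Hybrid Mimics the log2 fold changes were 0.63, 0.88, 0.56 and 0.71 in CL_HM1 to CL_HM4 (adjusted p = 0.032, 0.0032, 0.038 and 0.011 from edgeR). With total counts UGD4 was not called in CL_HM1 and CL_HM3 (adjusted p = 0.053 and 0.057 from edgeR).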

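Of the 15 genes of Figure 4b, 12 were called down-regulated in cl_sml1 and 11 in cl_sml2, with medians of -0.53 and -0.68 over the set (adjusted p = 0.0036 and 0.011 from camera). UGD4 was called in both (log2 -0.83 and -0.82), UGD1 in cl_sml2 only (-0.68), and AXS1 and AXS2 in cl_sml1 only (-0.16 and -0.43). With total counts the down-regulated calls were 8 and 7, and AXS1 turned positive in both lines, at 0.10 and 0.16. In cl_sml2, total counts called AXS1 up-regulated, and also UGD2 (0.37) and UGD3 (0.47), with adjusted p of 0.031, 0.0029 and 0.047 from edgeR.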

In both small lines cl_sml1 and 2, the majority of cell wall biosynthesis genes were down‐regulated (Figure 4b).

In crosses between the C24 and L*er* ecotypes, the F1 hybrids had substantial levels of hybrid vigor in vegetative biomass and plant size (Groszmann et al., 2014). In the Hybrid Mimic line L2 (referred as HM‐G here) selected from the C24/L*er* hybrid system (Wang et al., 2015), at 28 days the cell wall biosynthesis genes *CesA*, *UDG,* and *AXS* had higher levels of transcripts in the rosette leaves of F1 hybrids and Mimics than the MPV (Wang et al., 2015, Figure S9).

### 3.4 Up‐regulation of *XYLOGLUCAN ENDOTRANSGLUCOSYLASE (XTH)* genes in the Hybrid and Mimics

XTHs cut and ligate xyloglucans as a means of integrating new xyloglucans into the cell wall and are important for loosening existing wall material and enabling cell expansion (Becnel, Natarajan, Kipp, & Braam, 2006; Rose, Braam, Fry, & Nishitani, 2002). 

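Of the 33 XTH genes of Table S9, 25 had at least 50 counts in 1 library or more of the Ws/Ler system and were tested, and 24 in the Col/Ler system.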

The Arabidopsis genome has 33 *XTH* genes, 25 of which are expressed in 25 DAS rosette leaves. Six *XTH* genes were up‐regulated in the Ws/L*er* F1 hybrids. 

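Of the tested XTH genes, 20 had a positive log2 fold change in the Ws/Ler hybrids and 5 a negative one, with a median of 0.40. Over all genes tested 0 were called up-regulated, against 5 at an unadjusted p at or under 0.05 and 1 adjusted over the list alone. The set passed as up-regulated with camera (adjusted p = 0.0028) and fry (0.027) and not with an estimated correlation (0.11), and 12 of the 84 splits of the same libraries gave as small a p from camera. XTH4 (AT2G06850) had 2952 ± 891 normalized counts (SD, n = 6) in the hybrids against 1439.8 ± 306 in the MPV (SD, n = 3), a log2 fold change of 1.04 (standard error 0.35, adjusted p = 0.25 from edgeR's quasi-likelihood test), passing only the unadjusted threshold. XTH8 (AT1G11545) had 223 ± 79.0 normalized counts (SD, n = 6) in the hybrids against 192 ± 66.6 in the MPV (SD, n = 3), a log2 fold change of 0.22 (standard error 0.33, adjusted p = 0.93 from edgeR's quasi-likelihood test), and XTH9 (AT4G03210) had 720.2 ± 631 normalized counts (SD, n = 6) in the hybrids against 587 ± 106 in the MPV (SD, n = 3), a log2 fold change of 0.30 (standard error 0.48, adjusted p = 0.94 from edgeR's quasi-likelihood test). Without WsxLer F1 replicate 1 the change of XTH8 was -0.00044, and without LerxWs F1 replicate 2 that of XTH9 was -0.26.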

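Across the Ws/Ler Hybrid Mimics WL_HM1 to WL_HM7, 3, 4, 4, 2, 2, 2 and 5 XTH genes were called up-regulated, and 7, 6, 9, 5, 4, 6 and 8 at an unadjusted p at or under 0.05 from edgeR's quasi-likelihood test. XTH8 was called in 6 of these lines, not in WL_HM3, with log2 fold changes of 0.77 to 2.34. XTH4 was called in WL_HM1, WL_HM2 and WL_HM7 (1.74, 1.77 and 1.83). As no XTH gene was called in the hybrids, calls shared with the hybrids number 0 at the adjusted threshold. The set was up-regulated in WL_HM3 and WL_HM7 (adjusted p = 0.021 and 0.0081 from camera), and fry also called WL_HM1 and WL_HM2 (adjusted p = 0.043 and 0.043). The number of lines with the set called was 1 without MPV replicate 1 and 4 without WL_HM3 replicate 3.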

Six to nine *XTH* genes were up‐regulated in the seven Ws/L*er* Hybrid Mimic lines with two to four *XTH* genes overlapping the up‐regulated *XTH*s in the F1 hybrid. Of the eight up‐regulated *XTH* genes in WL_HM7, four *XTHs* were also up‐regulated in the hybrid. 

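In WL_HM7, 17 XTH genes had a positive log2 fold change. DESeq2 called 7 of them up-regulated where edgeR called 5, and the MPV on the log scale gave 7.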

In the two small control lines, half of the expressed *XTH* genes had decreased transcript levels or showed a trend of down‐regulation relative to MPV (Figure 5a,b, Table S9). 

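In wl_sml1 and wl_sml2, 18 and 17 of the 25 tested XTH genes had a negative log2 fold change, with medians of -0.97 and -1.30. In each line 12 were called down-regulated, and 1 and 0 up-regulated. The set was down-regulated in both (adjusted p = 0.0020 and 5.1e-04 from camera).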

The up‐regulation of four cell wall‐related genes in Ws/L*er* Hybrid and Mimics was validated by quantitative real‐time PCR (Figure S10).

**Figure 5:**
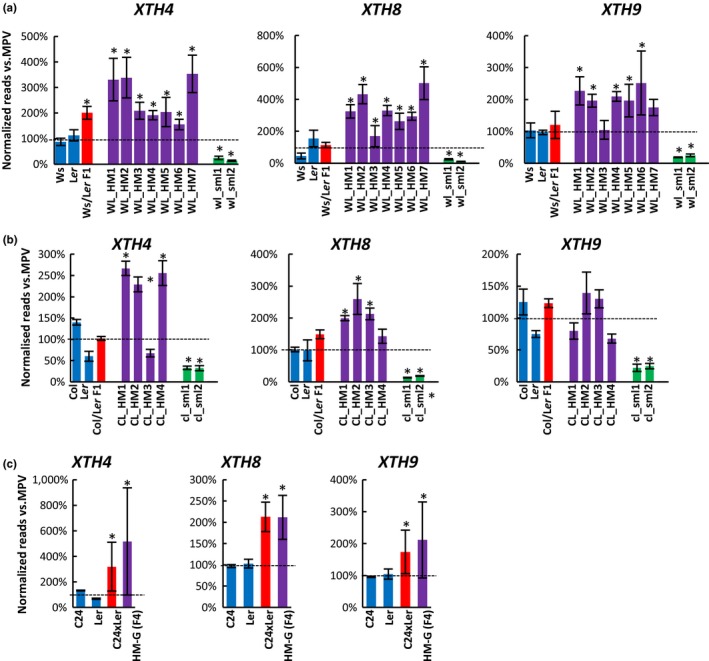
Examples of up‐regulated *XTH* genes in the hybrids and hybrid mimics. (a–b) Relative expression of *XTH4, XTH8,* and *XTH9* in the parents (Ws, L*er,* and Col), hybrids (Ws/L*er* and Col/L*er*), Hybrid Mimics (WL_HM1‐7, CL_HM1‐4), and small lines (wl_sml11‐2 and cl_sml1‐2)*.* For each gene, the expression levels in each plant line were normalized to MPV by setting the MPV as “1.” The data represent the mean of biological replicates (*n* ≥ 3). (c) Relative expression of *XTH4, XTH8,* and *XTH9* in the 28 DAS rosette leaves of parents C24 and L*er*, C24xL*er* hybrids, and F4 Hybrid Mimics (HM‐G) (Wang et al., 2015)*.* The mean of normalized reads from biological replicates (*n* = 2) of each line was normalized to the MPV by setting the MPV as “1.” The black dotted line represents MPV. * indicates significant differences at *p* (Student's *t* test) <.05 from MPV. Error bars = *SE*

Three *XTH* genes (*XTH4, XTH8,* and *XTH9*) were up‐regulated or had a trend of up‐regulation in two other Hybrids (Col/L*er* and C24/L*er*) and in the Mimic lines; these loci were not up‐regulated in the small plants (Figure 5c and Figure S9).

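XTH4 had 2875 ± 343 normalized counts (SD, n = 6) in the hybrids against 2801 ± 423 in the MPV (SD, n = 3), a log2 fold change of 0.04 (standard error 0.18, adjusted p = 0.99 from edgeR's quasi-likelihood test). XTH8 had 467 ± 108 normalized counts (SD, n = 6) in the hybrids against 312 ± 104 in the MPV (SD, n = 3), a log2 fold change of 0.58 (standard error 0.22, adjusted p = 0.46 from edgeR's quasi-likelihood test), passing only the unadjusted threshold. Its change ranged from 0.39 (without MPV replicate 3) to 0.88 (without MPV replicate 2) with 1 library left out. XTH9 had 977 ± 134 normalized counts (SD, n = 6) in the hybrids against 787 ± 153 in the MPV (SD, n = 3), a log2 fold change of 0.31 (standard error 0.25, adjusted p = 0.91 from edgeR's quasi-likelihood test). In CL_HM1, CL_HM2 and CL_HM4, XTH4 was called up-regulated (log2 1.42, 1.20 and 1.36), and in CL_HM3 down-regulated (-0.57), a call lost with total counts. XTH8 was called in 3 of the 4 lines, with changes of 0.52 to 1.38 across all 4, and XTH9 in 0 (-0.56 to 0.49). In cl_sml1 and cl_sml2 all 3 genes were called down-regulated, with changes of -2.90 to -1.61 and -2.48 to -1.65. Among all 24 tested XTH genes, 4, 5, 1 and 5 were called up-regulated in CL_HM1 to CL_HM4, and 10 and 12 down-regulated in cl_sml1 and cl_sml2, where 6 and 4 were up-regulated. The set was not called in the hybrids or in CL_HM1 to CL_HM4 (adjusted p = 0.059 to 0.64 from camera), and fry called it in CL_HM4 (0.012). In the Hybrid Mimics the number of lines with the set called was 1 without MPV replicate 2, 1 without CL_HM3 replicate 2 and 1 without CL_HM4 replicate 2. In cl_sml2 the set was down-regulated (adjusted p = 0.016 from camera), and in cl_sml1 not (0.064), although total counts and DESeq2 called it there (0.0087 and 0.048). The number of small lines with the set called was 0 without cl_sml2 replicate 1, 2 without MPV replicate 3 and 2 without cl_sml2 replicate 2.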

### 3.5 The defense response pathway genes were down‐regulated in both hybrids but not in all Mimics

Down‐regulation of defense response genes has been reported to result in the up‐regulation of growth genes and contribute to heterosis in hybrids having C24 as one parent (Gonzalez‐Bayon et al., 2019; Groszmann et al., 2015; Miller, Song, Shi, Juenger, & Chen, 2015; Wang et al., 2015). In the rosette leaves of 25‐day‐old Ws/L*er* hybrids, 49 DEGs were associated with “defense response”; the majority (35 genes) were down‐regulated in the F1 hybrids and Mimics (Table S10). 

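All 49 genes of Table S10 but 1 were tested. For the Ws/Ler hybrids, 35 had a negative log2 fold change and 13 a positive one, with a median of -0.55. Over all genes tested, 1 was called down-regulated and 1 up-regulated, against 28 and 12 at an unadjusted p at or under 0.05. Adjusted over the list alone, 23 were down-regulated and 11 up-regulated. As with Table S8, the list comes from these libraries and the count is not independent evidence. In WL_HM1 to WL_HM7, 15, 27, 6, 25, 15, 16 and 11 genes were called down-regulated, and 23 genes were down-regulated in at least 3 lines, or 14 without MPV replicate 2. In the small lines, 4 and 4 were down-regulated and 3 and 7 up-regulated.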

The 35 down‐regulated defense response‐associated genes included genes encoding disease resistance receptor (PRR/PRR/NLRs) proteins (Glowacki, Macioszek, & Kononowicz, 2011), protein kinases (Wang, Schuck, et al., 2018; Xu et al., 2016), disease‐related transcription factors WRKYs (Eulgem, Rushton, Robatzek, & Somssich, 2000), and downstream defense‐responsive genes (Table S10).

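WRKY26 (AT5G07100) had 196 ± 91.9 normalized counts (SD, n = 6) in the hybrids against 422 ± 290.5 in the MPV (SD, n = 3), a log2 fold change of -1.10 (standard error 0.36, adjusted p = 0.22 from edgeR's quasi-likelihood test), and without MPV replicate 2 the change was -0.40. WRKY46 (AT2G46400) had 74.2 ± 27.8 normalized counts (SD, n = 6) in the hybrids against 145 ± 15.8 in the MPV (SD, n = 3), a log2 fold change of -0.97 (standard error 0.38, adjusted p = 0.40 from edgeR's quasi-likelihood test). WRKY50 (AT5G26170) had 41.4 ± 8.45 normalized counts (SD, n = 6) in the hybrids against 74.7 ± 12.8 in the MPV (SD, n = 3), a log2 fold change of -0.85 (standard error 0.32, adjusted p = 0.36 from edgeR's quasi-likelihood test). WRKY51 (AT5G64810) had 9.62 ± 3.17 normalized counts (SD, n = 6) in the hybrids against 58.0 ± 11.8 in the MPV (SD, n = 3), a log2 fold change of -2.58 (standard error 0.68, adjusted p = 0.10 from edgeR's quasi-likelihood test). Each passed the unadjusted threshold, and DESeq2 called WRKY51 (adjusted p = 0.038). In the 7 Hybrid Mimics, WRKY26 was called down-regulated in 6, WRKY51 in 3, and WRKY46 and WRKY50 in 2. With total counts WRKY46 was also called in WL_HM2 (adjusted p = 0.047 from edgeR). Of all 48 tested WRKY genes, 13, 19, 4, 23, 20, 13 and 11 were called down-regulated in WL_HM1 to WL_HM7, and 1 gene was up-regulated in WL_HM3 only.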

Four *WRKY* genes (*WRKY26, 46, 50, and 51*) were down‐regulated in the Ws/L*er* hybrids, and three or more *WRKY* genes were down‐regulated in the Mimics (Figure 6a, Table S11). *WRKY* genes have roles in regulating pathogen‐induced defense responses (Eulgem et al., 2000). Of the 72 *WRKY*s in the Arabidopsis genome, the overall level of gene activities of *WRKY*s was down‐regulated in the Ws/L*er* F1 and in the Mimics, but they were up‐regulated in the small plant lines (Table S11), consistent with the concept of a trade‐off between plant growth and the level of defense response gene expression (Denance, Sanchez‐Vallet, Goffner, & Molina, 2013).

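The TAIR10.1 annotation of the reference names 67 genes WRKY followed by a number, of which 48 were tested. WRKY36 had at most 26 counts in any library and was not. In the Ws/Ler hybrids, 25 had a positive and 23 a negative log2 fold change, with a median of 0.06. Over all genes tested 0 were called, against 5 down-regulated and 1 up-regulated at an unadjusted p at or under 0.05 and 1 down-regulated adjusted over the list alone. The set was not called (adjusted p = 0.42 from camera). In the 7 Hybrid Mimics the medians were -0.88 to 0.04, and the set was down-regulated in 6 lines (adjusted p = 1.2e-07 to 0.0020 from camera) and not called in WL_HM3, where the sign of the median depends on the scaling (0.04 with TMM, -0.005 with total counts). In wl_sml1 and wl_sml2 the set was up-regulated (adjusted p = 0.028 and 0.0018 from camera), with 12 and 17 genes called up-regulated and 0 down-regulated in either line. With total counts the set was not called in wl_sml1 (adjusted p = 0.10 from camera). Fry called it in WL_HM1, WL_HM2, WL_HM4, WL_HM5, WL_HM6, WL_HM7, wl_sml1 and wl_sml2, and camera with an estimated correlation in 0 lines.

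**Figure D3:**
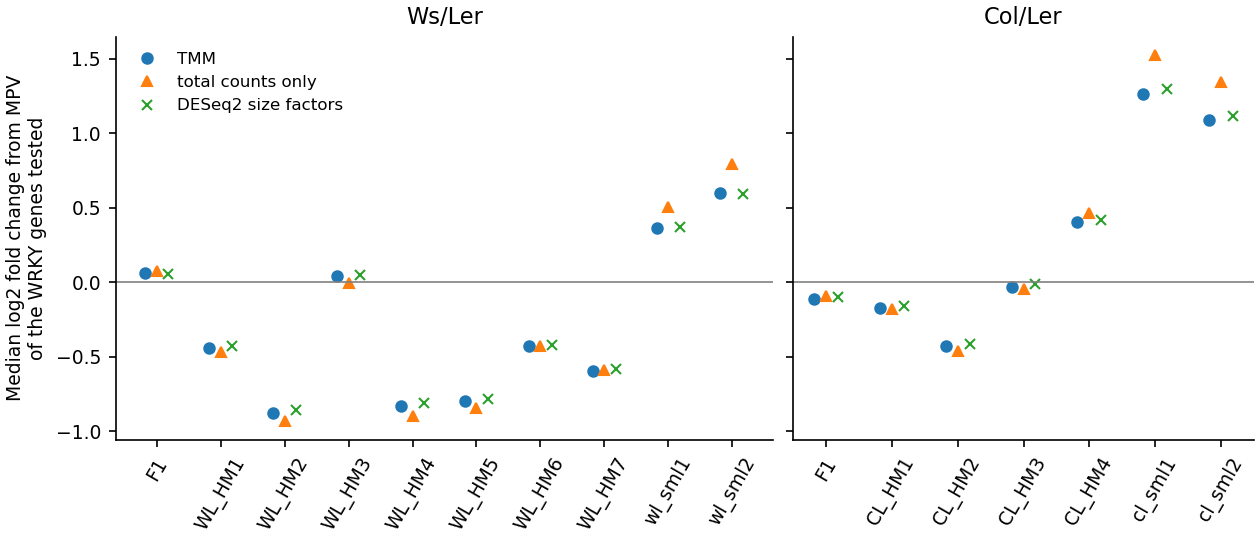
Median log2 fold change from the MPV of the 48 tested WRKY genes in the hybrids and in each F7 line of both systems, with TMM (circles), total counts only (triangles) or DESeq2 size factors (crosses). With all 3 scalings the medians of the small lines lie above 0 and those of all Ws/Ler Hybrid Mimics but WL_HM3 below 0.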

**Figure 6:**
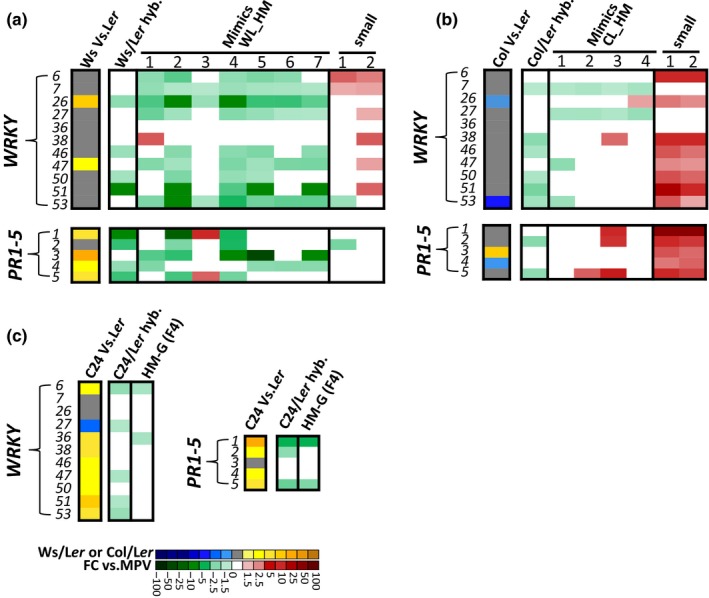
The defense response pathway was down‐regulated in both hybrids but not in all Mimics. Heat maps showing the expression levels of WRKY genes (a) and PR genes (PR1‐5) (b) in the Ws/Ler and Col/Ler hybrid, Hybrid Mimics (WL_HM1‐7 and CL_HM1‐4), and small lines. (c) The down‐regulation of defense response genes WRKYs and PR genes in the 28 DAS rosette leaves of C24/L*er* hybrids and F4 Hybrid Mimic line G (HM‐G). Different red/green colors indicate the up‐/down‐regulated fold change from the MPV. Blue/yellow color indicates the comparison between the two parents in Ws/L*er* or Col/L*er* system

The Arabidopsis genome contains five *PATHOGENESIS‐RELATED (PR)* genes (Mishina & Zeier, 2006). In the Ws/L*er* system, four *PR* genes (*PR1, 2, 4, and 5*) were down‐regulated in the F1 hybrids. 

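PR1 (AT2G14610), PR2 (AT3G57260), PR3 (AT3G12500), PR4 (AT3G04720) and PR5 (AT1G75040) had log2 fold changes of -2.43, -1.96, -1.12, -1.05 and -1.91 in the Ws/Ler hybrids, with standard errors of 0.98, 0.55, 0.74, 0.51 and 0.58 and adjusted p of 0.40, 0.14, 0.77, 0.56 and 0.19 from edgeR's quasi-likelihood test. The spread between libraries was wide for PR1, with 382 ± 243 normalized counts in the hybrids (SD, n = 6) against 2058 ± 505 in the MPV (SD, n = 3). Over all genes tested 0 of the 5 were called, against 4 at an unadjusted p at or under 0.05 and 3 adjusted over the list alone.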

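Against the MPV, PR1 was called down-regulated in WL_HM2 (log2 -3.93), PR2 in WL_HM4 (-2.16), and PR3 in WL_HM4, WL_HM5 and WL_HM7 (-2.75, -4.84 and -3.31). In WL_HM1, WL_HM3 and WL_HM6, 0 of PR1 to PR5 were called. At an unadjusted p at or under 0.05, 1, 3, 0, 2, 1, 0 and 1 of them were down-regulated in WL_HM1 to WL_HM7. The number of the 5 genes with a negative change was 5, 5, 0, 5, 5, 5 and 3 in the same lines, and the sign of PR1 in WL_HM7 depended on the scaling (0.02 with TMM, -0.01 with total counts).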

Six of the seven Hybrid Mimics had decreased *PR* expression (Figure 6a). In the Hybrid Mimic with the lowest biomass (Figure 1b), WL_HM3, two *PR* genes *PR1,* and *PR5* were up‐regulated (Figure 6a). 

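PR1 had 11089 ± 15004 normalized counts (SD, n = 3) in WL_HM3 and a log2 fold change of 2.43 (standard error 1.20, adjusted p = 0.20 from edgeR's quasi-likelihood test). PR5 had 8054 ± 10410.2 normalized counts (SD, n = 3) in the same line and a log2 fold change of 1.67 (standard error 0.71, adjusted p = 0.13 from edgeR's quasi-likelihood test). In both genes the SD exceeded the mean of the 3 plants, so 1 plant gave most of the counts. At an unadjusted p at or under 0.05, 1 of the 5 genes was up-regulated in this line.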

The small plant line wl_sml1 had down‐regulation of the *PR2* gene, but *PR* genes were not down‐regulated in wl_sml2 (Figure 6a).

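In wl_sml1, PR2 had a log2 fold change of -1.39 (standard error 0.67, adjusted p = 0.11 from edgeR's quasi-likelihood test), with 4 of the 5 PR genes negative, 0 called and 1 down-regulated at an unadjusted p at or under 0.05. In wl_sml2, 4 of the 5 had a positive change and 0 were called, and the changes ran from -0.97 to 1.70.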

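For the Col/Ler hybrids, 35 of the 48 tested genes of Table S10 had a negative log2 fold change, with 2 called down-regulated over all genes tested (1 without MPV replicate 3), 12 down-regulated and 3 up-regulated at an unadjusted p at or under 0.05, and 3 down-regulated and 2 up-regulated adjusted over the list alone. Of the 48 tested WRKY genes, 32 had a negative change, with a median of -0.11. The WRKY set passed as down-regulated with camera (adjusted p = 0.0023), but not with fry (0.17), an estimated correlation (0.42) or without MPV replicate 1 (0.16 from camera), and 26 of the 84 splits of the same libraries gave as small a p from camera. WRKY7 (AT4G24240) was the only WRKY gene called. It had 261 ± 37.4 normalized counts (SD, n = 6) in the hybrids against 372 ± 16.0 in the MPV (SD, n = 3), a log2 fold change of -0.51 (standard error 0.11, adjusted p = 0.027 from edgeR's quasi-likelihood test). The call was lost without MPV replicate 1, 2 or 3 (adjusted p = 0.072, 0.12 and 0.17 from edgeR), ColxLer F1 replicate 3 (0.067), LerxCol F1 replicate 1 (0.062) or LerxCol F1 replicate 3 (0.065), and also with total counts (0.051) and in the fit of only the groups compared (0.16). All 5 PR genes had a negative change, from -1.48 to -0.46, with 0 called over all genes tested, 3 at an unadjusted p at or under 0.05 and 3 adjusted over the list alone. PR1 had a log2 fold change of -1.48 (standard error 0.62, adjusted p = 0.58 from edgeR's quasi-likelihood test).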

In the Col/L*er* hybrid system, the majority of the defense response genes were down‐regulated in the F1 hybrids. 

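In CL_HM1 to CL_HM4, 5, 3, 5 and 8 of the genes of Table S10 were called down-regulated and 6, 6, 2 and 13 up-regulated, and 0 were down-regulated in at least 3 of these lines, or 1 without MPV replicate 2. Of the WRKY genes, 8, 9, 7 and 7 were called down-regulated and 1, 0, 1 and 4 up-regulated. The WRKY set was down-regulated in CL_HM1 and CL_HM2 (adjusted p = 0.046 and 0.021 from camera) and not in CL_HM3 and CL_HM4 (0.67 and 0.59). The call in CL_HM1 was lost with total counts (0.065) and with fry (0.055). The number of lines called was 0 without MPV replicate 1, 1 without MPV replicate 3, 1 without CL_HM1 replicate 1, 1 without CL_HM2 replicate 3, 1 without CL_HM3 replicate 1 and 1 without CL_HM3 replicate 3. Of PR1 to PR5, 1, 1, 3 and 0 were called up-regulated and 0 down-regulated in each of the 4 lines.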

In the Mimics, most defense response genes were expressed at MPV. Both small lines had defense genes up‐regulated with all five *PR* genes expressed at least twofold higher than the MPV (Figure 6b). 

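In cl_sml1 the log2 fold changes of PR1 to PR5 were 5.40, 3.16, 1.78, 1.39 and 2.92 (adjusted p = 1.5e-05, 4.0e-05, 9.1e-04, 0.0050 and 8.5e-06 from edgeR), and in cl_sml2 they were 4.72, 1.96, 1.58, 1.60 and 1.89 (adjusted p = 4.9e-05, 0.0028, 0.0024, 0.0018 and 7.0e-04 from edgeR). PR1 had 21892 ± 5604 normalized counts in cl_sml1 and 13677 ± 5217 in cl_sml2 against 517 ± 335 in the MPV (SD, n = 3 each). With single libraries left out, the changes of PR1, PR2 and PR5 stayed called in both lines. Of the WRKY genes, 30 and 29 were called up-regulated, and the set was up-regulated in both lines (adjusted p = 2.4e-05 and 5.5e-05 from camera). Of the genes of Table S10, 26 and 24 were up-regulated and 11 and 10 down-regulated.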

*WRKY* genes and *PR* genes were down‐regulated in the 28‐day rosette leaves of hybrid and Mimics (G line) in the C24/L*er* system (Figure 6c).

Some genes in the defense response pathway are also involved in the leaf senescence pathway (Gonzalez‐Bayon et al., 2019). Senescence genes had decreased expression in the Ws/L*er* Hybrid Mimics and increased transcript levels in one Ws/L*er* small line. The up‐regulation of senescence genes occurred in both Col/L*er* small lines (Figure 6 and Figure S11).

### 3.6 Flowering genes play a role in producing the large rosette phenotype

Flowering plays an important role in plant growth and development in Arabidopsis (Jung, Pillen, Staiger, Coupland, & Korff, 2017). Plants with later flowering times are more likely to have larger plant sizes due to the longer vegetative phase. In the recurrent selection processes, the initiation of flowering of each plant was scored as the day when flower buds were first visible in the center of the rosette. The selection for both large and small phenotypes was subject to the criterion of flowering times being within the range of the two parents. During the selection process from the F2 to the F5 generation, the flowering times of large and small plants diverged: plants selected for the small phenotype had a flowering time similar to the early‐flowering parent or even 1–2 days earlier, while plants with larger rosette sizes had flowering times close to the later flowering parent (Table S1).

Genes in “regulation of shoot system development” and “regulation of flower development” were enriched in the DEGs shared by the Col/L*er* F1 hybrids and four Mimics (Figure S8). In Arabidopsis, the flowering‐time pathway contains at least three genes that are major regulators of flowering: *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1 (SOC1*, or *AGL20*), *FLOWERING LOCUS T (FT),* and *LEAFY (LFY)* (Boss, Bastow, Mylne, & Dean, 2004; Simpson & Dean, 2002). In our datasets, *LFY* was expressed at a low level making a change in its gene expression difficult to score. 

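LFY (AT5G61850) had at most 20 counts in any library and was not tested.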

In agreement with the Hybrid Mimics having a slight delay of flowering initiation (Table S1), *FT* and *SOC1* were down‐regulated in the two sets of Hybrid Mimics (Figure S12). 

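FT (AT1G65480) was called down-regulated in 6 of the 7 Ws/Ler Hybrid Mimics and not in WL_HM3, with log2 fold changes of -5.04 to -0.21, and in 3 of the 4 Col/Ler Hybrid Mimics and not in CL_HM4, with -4.79 to -0.40. SOC1 (AT2G45660) was called down-regulated in 6 of the 7 Ws/Ler lines (-1.48 to -0.17) and in all 4 Col/Ler lines (-1.02 to -0.69). In the small lines, FT was called up-regulated in wl_sml2 (2.07), cl_sml1 (1.61) and cl_sml2 (1.00). SOC1 had changes of -0.37 in wl_sml1, -0.0045 in wl_sml2, 0.18 in cl_sml1 and 0.28 in cl_sml2. With total counts the rises of SOC1 in cl_sml1 and cl_sml2 were called (adjusted p = 0.011 and 0.0026 from edgeR).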

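FT had 241 ± 206 normalized counts (SD, n = 6) in the Ws/Ler hybrids against 180.5 ± 20.4 in the MPV (SD, n = 3), a log2 fold change of 0.42 (standard error 0.49, adjusted p = 0.91 from edgeR's quasi-likelihood test), and without LerxWs F1 replicate 2 the change was -0.12. SOC1 had 3852 ± 581 normalized counts (SD, n = 6) in the hybrids against 4090.2 ± 792 in the MPV (SD, n = 3), a log2 fold change of -0.09 (standard error 0.15, adjusted p = 0.94 from edgeR's quasi-likelihood test), and without MPV replicate 3 the change was 0.03. For the Col/Ler system, FT had 51.7 ± 25.9 normalized counts (SD, n = 6) in the hybrids against 109 ± 46.6 in the MPV (SD, n = 3), a log2 fold change of -1.09 (standard error 0.29, adjusted p = 0.13 from edgeR's quasi-likelihood test), passing only the unadjusted threshold. It was called without MPV replicate 2 (adjusted p = 0.033 from edgeR) and without LerxCol F1 replicate 3 (0.024). SOC1 had 2219 ± 388 normalized counts (SD, n = 6) in the hybrids against 2929 ± 885 in the MPV (SD, n = 3), a log2 fold change of -0.40 (standard error 0.14, adjusted p = 0.38 from edgeR's quasi-likelihood test), passing only the unadjusted threshold, and without MPV replicate 3 the change was -0.12.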

Down‐regulation of the flowering associated genes also occurred in the Ws/L*er* and Col/L*er* F1 hybrids (Figure S12).

### 3.7 Intercrosses of Hybrid Mimics

In the Ws/L*er* Hybrid Mimics, cell wall‐related genes were up‐regulated, but the number of up‐regulated cell wall‐related genes and their levels of up‐regulation were not the same in the different lines (Figure 4b). 

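Across WL_HM1 to WL_HM7, the median log2 fold change of the 15 genes of Figure 4b was 0.65, 0.60, 0.41, 0.66, 0.47, 0.44 and 0.60. The largest change in each line was 1.15, 1.08, 1.18, 1.59, 1.20, 1.03 and 1.26. The differences between lines were not tested.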

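The contrast between the Hybrid Mimics of both systems was not tested directly. WRKY26, which was called in 6 Ws/Ler Hybrid Mimics, had log2 fold changes of -0.68 to 0.88 in CL_HM1 to CL_HM4 and was called down-regulated in 0 and up-regulated in 1 of them. WRKY7 was called down-regulated in 7 Ws/Ler and 4 Col/Ler lines. The median over the tested WRKY genes was -0.17, -0.43, -0.03 and 0.41 in CL_HM1 to CL_HM4.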

In the Ws/L*er* Hybrid Mimic, plant defense pathway genes were down‐regulated, but the same genes were not significantly altered in the Col/L*er* Hybrid Mimics (Figure 4b). Hybrid Mimics may differ in growth pattern and rosette size as a result of different genes or pathways operating in each different Hybrid Mimic line.

The progeny of the intercrosses between WL_HM4 and WL_HM7 had rosette sizes larger than the parental Hybrid Mimics (Figure 7a–c). Flowering of the intercross plants WL_HM4 × 7 was slightly earlier than the parental Hybrid Mimics (Figure 7d). At 35 DAS, the intercross offspring had rosette diameters similar to the better parental Hybrid Mimic line WL_HM7 (*p* > .05). The fresh weight of intercross offspring was increased by 20% compared with the better parental Hybrid Mimic and was 30% greater than the L*er* × Ws F1 hybrid, and comparable to L*er* × Col F1 (Figure 7a–c).

**Figure 7:**
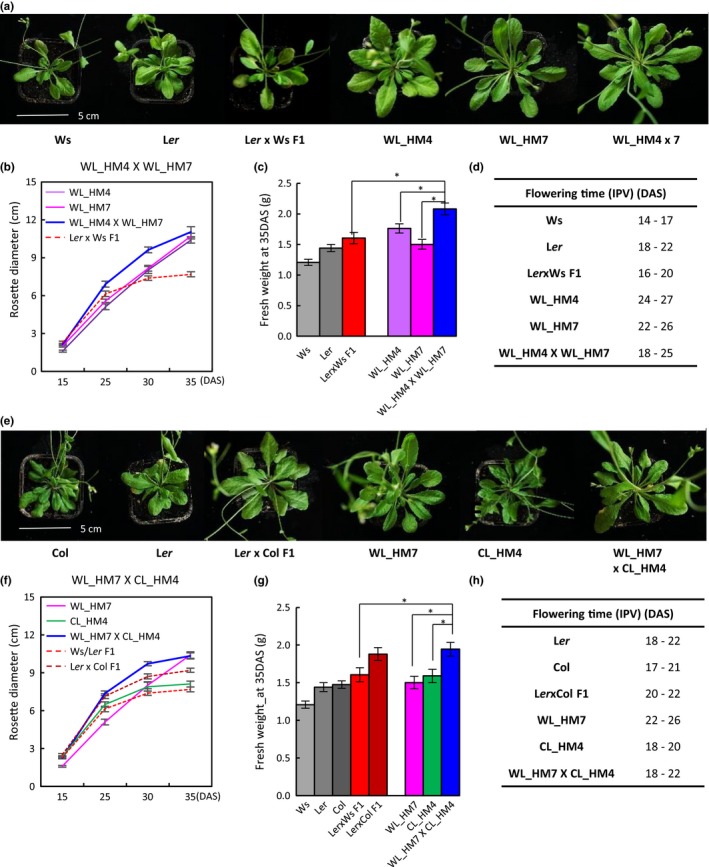
Intercrossing of Hybrid Mimics increases growth vigor. (a) Photographs showing the rosette diameters of two parents Ws and L*er*, Ws/L*er* F1 hybrids, two Hybrid Mimics WsL*er*_HM4, and 7 and intercross progeny (WsL*er*_HM7 × 4) at 35 DAS. (b) Intercross progeny showed increased rosette diameter during the plant growth. Rosette diameters were measured at 15, 25, 30, and 35 DAS. (c) Fresh weights of two parents Ws and L*er*, F1 hybrids, two Hybrid Mimics WsL*er*_HM4 and 7, and intercross progeny (WsL*er*_HM7 × 4) at 35 DAS. (d) Time of flowering initiation (DAS until inflorescence primordia visible, IPV) of parents Ws and L*er*, F1 hybrids, two Hybrid Mimics WsL*er*_HM4 and 7, and intercross progeny (WsL*er*_HM7 × 4). (e) Photographs showing the rosette diameters of two wild‐type parents Col and L*er*, Col/L*er* hybrids, two Hybrid Mimics WsL*er*_HM7 and ColL*er*_HM4, and intercross progeny (WsL*er*_HM7 × ColL*er*_HM4) at 35 DAS. (f) Intercross progeny showed increased rosette diameter during the plant growth. Rosette diameters were measured at 15, 25, 30, and 35 DAS. (g‐h) Fresh weights at 35 DAS and time of flowering initiation (IPV) of two wild‐type parents Col and L*er*, Col/L*er* hybrids, two Hybrid Mimics WsL*er*_HM7 and ColL*er*_HM4, and intercross progeny (WsL*er*_HM7 × ColL*er*_HM4). Error bars = *SE*. *n* > 10. *indicates significant differences at *p* (Student's *t* test) <.05. Scale bar (5 cm) apply to (a) and (e)

In crosses between Ws/L*er* Hybrid Mimic WL_HM7 and CL_HM4, the offspring initiated flowering at 18–20 DAS, earlier than the WL_HM7 line [DAS until inflorescence primordia were visible (IPV): 22–26 DAS] (Figure 7e–h). The offspring had plant sizes similar to the better parental Hybrid Mimic CL_HM4 at 15 DAS (*p* > .05), followed by a rapid growth period with increased rosette size at 25 and 30 DAS compared with the better parental Hybrid Mimics and Ws/L*er* hybrids (Figure 7f). At 35 DAS, the fresh weights of the intercross offspring were 20% larger than the better parental Hybrid Mimic CL_HM4 and the Ws/L*er* hybrids (Figure 7g). Data from the other two crosses (CL_HM1x4 and WL_HM4 × CL_HM1) showed similar results in increased fresh weight at 35 DAS compared with parental Hybrid Mimic lines (Figure S13).

In crosses made between Hybrid Mimics within the Ws/L*er* hybrid system, plant size could be greater than the F1, presumably resulting from a new combination of genomic segments contributing to the vegetative growth with some new pathways and gene interactions. In mature, postflowering plants, some of the Hybrid Mimics, particularly in the Ws/L*er* system, had rosette diameters larger than the F1 hybrid. Crosses between Hybrid Mimics from the two hybrid systems generated plants having greater rosette diameters and biomass than either of the parental Hybrid Mimics.

## 4 DISCUSSION

The Hybrid Mimics and hybrids of both hybrid systems all germinated earlier than the parents or small lines (Table 1). In both the Ws/L*er* and Col/L*er* systems, there was no correlation between rosette diameter at 30 DAS and timing of germination (Figure 1a,d, Table 1). At 15 DAS, the earlier germinating Col/L*er* Hybrid Mimics were larger in rosette diameter than other Col/L*er* Hybrid Mimics suggesting the earlier germination results in early vegetative hybrid vigor (Figure S5c, Table 1). In the Ws/L*er* system, the hybrids and Mimics germinated at a similar time, and so at 15 DAS, there was little difference between lines. The parents and small lines germinated later and showed less vigor at 15 DAS. The early germination seen in Mimics and hybrids occurs in other hybrids, for example in maize; vigorous hybrids with heterosis at maturity in term of height and yield of grain germinated earlier than non‐vigorous hybrids (Sarkissian, Harris, & Kessinger, 1964).

The early germination of hybrid seeds is likely to be due to heterosis occurring during embryogenesis (Alonso‐Peral et al., 2017). The two genomes in the hybrid may interact as early as the single‐cell zygote stage to produce more vigorous growth and development during embryogenesis priming the seeds for more rapid germination. In our experiments, the rates of seed germination were examined on Murashige and Skoog (MS) medium supplemented with 3% (wt/vol) sucrose using freshly collected seeds (approximately 4 weeks after seed collection). On moist soil, C24/Col hybrids had germination times similar to the faster germinating parent Col (48 hr after sowing), while parent C24 germinated approximately 20 hr later (Meyer et al., 2012). The observations of different germination times of Arabidopsis hybrids compared with their parents can be due to differences in growth condition, the age of the seeds, or different hybrid genotypes.

### 4.1 Common pathways up‐regulated in all three hybrid systems

Plant cell walls are composed primarily of cellulose associated with hemicelluloses and pectin (Thompson, 2005). Cell wall genes were up‐regulated at later stages of growth in the Ws/L*er* and Col/L*er* hybrid systems as well as in the previously studied C24/L*er* hybrid but not in the small plant lines also selected from F2 plants. The Arabidopsis genome contains 10 *CELLULOSE SYNTHASE (CesA)* genes. Mutation of a single *CesA* gene does not necessarily result in a new phenotype but some double or triple mutants in different *CesA* genes have a dwarf or lethal phenotype, emphasizing the critical role of *CesA* loci in plant growth and biomass (McFarlane et al., 2014). Transgenic plants overexpressing *CesA*2, 5, or 6 were taller than the wild type and produced 20% more biomass in 7‐week‐old mature plants (Hu et al., 2018). *UDG* genes were up‐regulated in each of the hybrids and Mimics. These genes are important in specifying plant size. The double mutant *ugd2 and 3* lacking two of the four *UGD* genes has a dwarf phenotype (Reboul et al., 2011). Transgenic *Arabidopsis* plants overexpressing a *UGD* ortholog from *Larix gmelinii* has an increased content of hemicelluloses and enhanced vegetative growth (Li, Chen, et al., 2017).

Another contributor to plant cell wall biology is the *XTH* gene family. A number of *XTH* genes are up‐regulated in all three hybrid systems but not in the small plant lines. *XTH* gene products participate in cell wall growth and remodeling by endolytically cleaving xyloglucan polymers and joining the newly generated end to another xyloglucan chain in the plant cell wall (Rose et al., 2002). The Arabidopsis genome encodes 33 *XTH* genes expressed in every developmental stage from seed germination through flowering (Becnel et al., 2006).

### 4.2 Hybrid Mimics differ in defense response pathway genes

In C24/L*er* F1 hybrids, changes in defense and stress response gene expression are consistent with a reduction in transcription of basal defense genes (Groszmann et al., 2015; Miller et al., 2015). The decreased expression of defense response genes may contribute to the increased growth of the hybrids compared with the average growth of parents through changes in expression of the regulator *ARABIDOPSIS THALIANA CLASS B HEAT SHOCK FACTOR B1 (TBF1)* (Gonzalez‐Bayon et al., 2019; Pajerowska‐Mukhtar et al., 2012), which is involved in the control of the balance between growth and defense. C24 has high levels of salicylic acid (SA) which do not affect its growth but hybrids with C24 as one parent have a decreased level of SA relative to C24 and down‐regulated defense pathway genes (Bechtold et al., 2010; Groszmann et al., 2015). In Ws/L*er* and Col/L*er* hybrids, there is little difference between hybrids and parents in SA level; both hybrids have some down‐regulated defense response genes. The down‐regulation of defense pathway genes was observed in all Ws/L*er* Hybrid Mimics and one hybrid Mimic from the Col/L*er* system (CL_HM1), but not in CL_HM2, 3, and 4. Both small lines selected from the Col/L*er* system had defense genes up‐regulated with all five PR genes expressed at least twofold higher than the MPV. Genes in senescence pathways had expression patterns similar to the genes in defense response pathways pointing to an overlap between defense and senescence (Figure 6 and Figure S11). Some high yielding hybrids in Arabidopsis and crop species (stay‐green mutants) show delayed senescence which allows for more photosynthate production at the grain filling stage (Spano et al., 2003; Thomas & Howarth, 2000; You et al., 2007).

In Arabidopsis, we predict that we could generate high yielding Hybrid Mimics where a hybrid has a high level of hybrid vigor and where out‐crossing is excluded. Selections of hybrid Mimic‐like plants have been reported in a number of other species; bread wheat, field pea, and tomato have all been reported to have F5 – F6 lines with the same characteristics as the parental F1 hybrids and were stable in their properties in successive generations (Busch et al., 1971; Cregan & Busch, 1978; Sarawat et al., 1994; Williams, 1959). These lines are equivalent to Hybrid Mimics. The low number of generations needed to give rise to the true breeding high yielding lines in these crop species, just as in Arabidopsis, suggest that only a small number of loci making positive contributions to growth are responsible for the initiation of the Hybrid Mimics in each crop.

Data from three independent hybrids have shown a common change in the pattern of plant development important for the generation of hybrid vigor. Early germination of the hybrid results in early growth relative to parents and to a large final biomass. Hybrid Mimics have the same properties as the hybrid. Phenotypically, hybrids are larger than parents with larger leaves, thicker stems, and greater height (Birchler et al., 2003; Groszmann et al., 2014). Cell wall biosynthesis genes have increased expression in hybrids relative to parents.

In C24/L*er* hybrids and Hybrid Mimics, up‐regulation of the transcription factor PHYTOCHROME‐INTERACTING FACTOR 4 (PIF4) results in increased auxin biosynthesis and signaling. Several auxin‐responsive genes including cell expansion genes were up‐regulated in the F1 hybrids and hybrid mimics, suggesting that increased auxin biosynthesis and signaling contribute to the hybrid phenotype by promoting leaf growth (Wang, Liu, et al., 2018; Wang et al., 2017). Apart from the expression level of plant cell wall biosynthesis genes, the defense/growth balance is likely to be important. A reduction in the expression level of *PR* genes can lead to more energy being channeled to pathways which contribute to growth.

## ACCESSION NUMBERS

RNA‐seq data from this article are available in the GenBank database (accession no. GSE131682).

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## AUTHOR CONTRIBUTIONS

E.S.D, W.J.P, and L.W designed research; L.W and LM.W performed research; L.W and I.K.G analyzed the data; and L.W, E.S.D, and W.J.P wrote the paper.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

## References

[pld3174-bib-0001] Ahn, J. W. , Verma, R. , Kim, M. , Lee, J. Y. , Kim, Y. K. , Bang, J. W. , … Pai, H. S. (2006). Depletion of UDP‐D‐apiose/UDP‐D‐xylose synthases results in rhamnogalacturonan‐II deficiency, cell wall thickening, and cell death in higher plants. Journal of Biological Chemistry, 281, 13708–13716.1654942810.1074/jbc.M512403200

[pld3174-bib-0002] Alonso‐Peral, M. M. , Trigueros, M. , Sherman, B. , Ying, H. , Taylor, J. M. , Peacock, W. J. , & Dennis, E. S. (2017). Patterns of gene expression in developing embryos of Arabidopsis hybrids. The Plant Journal, 89, 927–939. 10.1111/tpj.13432 27880012

[pld3174-bib-0003] Bechtold, U. , Lawson, T. , Mejia‐Carranza, J. , Meyer, R. C. , Brown, I. R. , Altmann, T. , … Mullineaux, P. M. (2010). Constitutive salicylic acid defences do not compromise seed yield, drought tolerance and water productivity in the Arabidopsis accession C24. Plant, Cell and Environment, 33, 1959–1973. 10.1111/j.1365-3040.2010.02198.x 20573051

[pld3174-bib-0004] Becnel, J. , Natarajan, M. , Kipp, A. , & Braam, J. (2006). Developmental expression patterns of Arabidopsis *XTH* genes reported by transgenes and genevestigator. Plant Molecular Biology, 61, 451–467.1683017910.1007/s11103-006-0021-z

[pld3174-bib-0005] Birchler, J. A. , Auger, D. L. , & Riddle, N. C. (2003). In search of the molecular basis of heterosis. The Plant Cell, 15, 2236–2239. 10.1105/tpc.151030 14523245PMC540269

[pld3174-bib-0006] Boss, P. K. , Bastow, R. M. , Mylne, J. S. , & Dean, C. (2004). Multiple pathways in the decision to flower: Enabling, promoting, and resetting. The Plant Cell, 16, S18–S31. 10.1105/tpc.015958 15037730PMC2643402

[pld3174-bib-0007] Busch, R. H. , Lucken, K. A. , & Frohberg, R. C. (1971). F_1_ hybrids versus random F_5_ line performance and estimates of genetic effects in spring wheat. Crop Science, 11, 357–361.

[pld3174-bib-0008] Cheng, S. H. , Zhuang, J. Y. , Fan, Y. Y. , Du, J. H. , & Cao, L. Y. (2007). Progress in research and development on hybrid rice: A super‐domesticate in China. Annals of Botany, 100, 959–966. 10.1093/aob/mcm121 17704538PMC2759200

[pld3174-bib-0009] Cregan, P. B. , & Busch, R. H. (1978). Heterosis, inbreeding, and line performance in crosses of adapted spring wheats. Crop Science, 18, 247–251.

[pld3174-bib-0010] Crow, J. F. (1998). 90 years ago: The beginning of hybrid maize. Genetics, 148, 923–928.953941310.1093/genetics/148.3.923PMC1460037

[pld3174-bib-0011] Czechowski, T. , Stitt, M. , Altmann, T. , Udvardi, M. K. , & Scheible, W. R. (2005). Genome‐wide identification and testing of superior reference genes for transcript normalization in Arabidopsis. Plant Physiology, 39, 5–17. 10.1104/pp.105.063743 PMC120335316166256

[pld3174-bib-0012] Dan, Z. , Liu, P. , Huang, W. , Zhou, W. , Yao, G. , Hu, J. , … Zhu, Y. (2014). Balance between a higher degree of heterosis and increased reproductive isolation: A strategic design for breeding inter‐subspecific hybrid rice. PLoS ONE, 9, e93122 10.1371/journal.pone.0093122 24667442PMC3965518

[pld3174-bib-0013] Denance, N. , Sanchez‐Vallet, A. , Goffner, D. , & Molina, A. (2013). Disease resistance or growth: The role of plant hormones in balancing immune responses and fitness costs. Frontiers in Plant Science, 4, 155 10.3389/fpls.2013.00155 23745126PMC3662895

[pld3174-bib-0014] Endler, A. , & Persson, S. (2011). Cellulose synthases and synthesis in Arabidopsis. Molecular Plant, 4, 199–211.2130736710.1093/mp/ssq079

[pld3174-bib-0015] Eulgem, T. , Rushton, P. J. , Robatzek, S. , & Somssich, I. E. (2000). The WRKY superfamily of plant transcription factors. Trends in Plant Science, 5, 199–206. 10.1016/S1360-1385(00)01600-9 10785665

[pld3174-bib-0016] Fujimoto, R. , Taylor, J. M. , Shirasawa, S. , Peacock, W. J. , & Dennis, E. S. (2012). Heterosis of Arabidopsis hybrids between C24 and Col is associated with increased photosynthesis capacity. Proceedings of the National Academy of Sciences of the United States of America, 109, 7109–7114. 10.1073/pnas.1204464109 22493265PMC3344962

[pld3174-bib-0017] Glowacki, S. , Macioszek, V. K. , & Kononowicz, A. K. (2011). R proteins as fundamentals of plant innate immunity. Cellular & Molecular Biology Letters, 16, 1–24.2058588910.2478/s11658-010-0024-2PMC6275759

[pld3174-bib-0018] Gonzalez‐Bayon, R. , Shen, Y. , Groszmann, M. , Zhu, A. , Wang, A. , Allu, A. D. , … Greaves, I. K. (2019). Senescence and defense pathways contribute to heterosis. Plant Physiology, 180, 240–254. 10.1104/pp.18.01205 30710054PMC6501064

[pld3174-bib-0019] Greaves, I. K. , Gonzalez‐Bayon, R. , Wang, L. , Zhu, A. , Liu, P. C. , Groszmann, M. , … Dennis, E. S. (2015). Epigenetic changes in hybrids. Plant Physiology, 168, 1197–1205. 10.1104/pp.15.00231 26002907PMC4528738

[pld3174-bib-0020] Groszmann, M. , Gonzalez‐Bayon, R. , Greaves, I. K. , Wang, L. , Huen, A. K. , Peacock, W. J. , & Dennis, E. S. (2014). Intraspecific Arabidopsis hybrids show different patterns of heterosis despite the close relatedness of the parental genomes. Plant Physiology, 166, 265–280. 10.1104/pp.114.243998 25073707PMC4149712

[pld3174-bib-0021] Groszmann, M. , Gonzalez‐Bayon, R. , Lyons, R. L. , Greaves, I. K. , Kazan, K. , Peacock, W. J. , & Dennis, E. S. (2015). Hormone‐regulated defense and stress response networks contribute to heterosis in Arabidopsis F1 hybrids. Proceedings of the National Academy of Sciences of the United States of America, 112, E6397–E6406.2652765910.1073/pnas.1519926112PMC4655576

[pld3174-bib-0022] Hu, H. , Zhang, R. , Feng, S. , Wang, Y. , Wang, Y. , Fan, C. , … Peng, L. C. (2018). Three AtCesA6‐like members enhance biomass production by distinctively promoting cell growth in Arabidopsis. Plant Biotechnology Journal, 16, 976–988.2894454010.1111/pbi.12842PMC5902768

[pld3174-bib-0023] Jung, C. , Pillen, K. , Staiger, D. , Coupland, G. , & von Korff, M. (2017). Editorial: Recent advances in flowering time control. Frontiers in Plant Science, 7, 2011 10.3389/fpls.2016.02011 28105041PMC5214091

[pld3174-bib-0024] Klinghammer, M. , & Tenhaken, R. (2007). Genome‐wide analysis of the UDP‐glucose dehydrogenase gene family in Arabidopsis, a key enzyme for matrix polysaccharides in cell walls. Journal of Experimental Botany, 58, 3609–3621. 10.1093/jxb/erm209 18057039

[pld3174-bib-0025] Li, H. , Yang, Q. , Fan, N. , Zhang, M. , Zhai, H. , Ni, Z. , & Zhang, Y. (2017). Quantitative trait locus analysis of heterosis for plant height and ear height in an elite maize hybrid zhengdan 958 by design III. BMC Genetics, 18, 36 10.1186/s12863-017-0503-9 28415964PMC5392948

[pld3174-bib-0026] Li, N. N. , Chen, L. , Li, X. H. , Li, Q. , Zhang, W. B. , Takechi, K. , … Lin, X. F. (2017). Overexpression of UDP‐glucose dehydrogenase from *Larix gmelinii* enhances growth and cold tolerance in transgenic *Arabidopsis thaliana* . Biologia Plantarum, 61, 95–105. 10.1007/s10535-016-0657-8

[pld3174-bib-0027] Love, M. I. , Huber, W. , & Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA‐seq data with DESeq2. Genome Biology, 15, 550 10.1186/s13059-014-0550-8 25516281PMC4302049

[pld3174-bib-0028] McFarlane, H. E. , Doring, A. , & Persson, S. (2014). The cell biology of cellulose synthesis. Annual Review of Plant Biology, 65, 69–94. 10.1146/annurev-arplant-050213-040240 24579997

[pld3174-bib-0029] Meyer, R. C. , Torjek, O. , Becher, M. , & Altmann, T. (2004). Heterosis of biomass production in Arabidopsis establishment during early development. Plant Physiology, 134, 1813–1823. 10.1104/pp.103.033001 15064384PMC419853

[pld3174-bib-0030] Meyer, R. C. , Witucka‐Wall, H. , Becher, M. , Blacha, A. , Boudichevskaia, A. , Dormann, P. , … Altmann, T. (2012). Heterosis manifestation during early Arabidopsis seedling development is characterized by intermediate gene expression and enhanced metabolic activity in the hybrids. The Plant Journal, 71, 669–683. 10.1111/j.1365-313X.2012.05021.x 22487254

[pld3174-bib-0031] Miller, M. , Song, Q. , Shi, X. , Juenger, T. E. , & Chen, Z. J. (2015). Natural variation in timing of stress‐responsive gene expression predicts heterosis in intraspecific hybrids of Arabidopsis. Nature Communications, 6, 7453 10.1038/ncomms8453 26154604

[pld3174-bib-0032] Mishina, T. E. , & Zeier, J. (2006). The Arabidopsis flavin‐dependent monooxygenase FMO1 is an essential component of biologically induced systemic acquired resistance. Plant Physiology, 141, 1666–1675. 10.1104/pp.106.081257 16778014PMC1533925

[pld3174-bib-0033] Pajerowska‐Mukhtar, K. M. , Wang, W. , Tada, Y. , Oka, N. , Tucker, C. L. , Fonseca, J. P. , & Dong, X. (2012). The HSF‐like transcription factor TBF1 is a major molecular switch for plant growth‐to‐defense transition. Current Biology, 22, 103–112.2224499910.1016/j.cub.2011.12.015PMC3298764

[pld3174-bib-0034] Reboul, R. , Geserick, C. , Pabst, M. , Frey, B. , Wittmann, D. , Lutz‐Meindl, U. , … Tenhaken, R. (2011). Down‐regulation of UDP‐glucuronic acid biosynthesis leads to swollen plant cell walls and severe developmental defects associated with changes in pectic polysaccharides. Journal of Biological Chemistry, 286, 39982–39992.2194913410.1074/jbc.M111.255695PMC3220558

[pld3174-bib-0035] Rose, J. K. C. , Braam, J. , Fry, S. C. , & Nishitani, K. (2002). The XTH family of enzymes involved in xyloglucan endotransglucosylation and endohydrolysis: Current perspectives and a new unifying nomenclature. Plant and Cell Physiology, 43, 1421–1435. 10.1093/pcp/pcf171 12514239

[pld3174-bib-0036] Saeki, N. , Kawanabe, T. , Ying, H. , Shimizu, M. , Kojima, M. , Abe, H. , … Fujimoto, R. (2016). Molecular and cellular characteristics of hybrid vigour in a commercial hybrid of Chinese cabbage. BMC Plant Biology, 16, 45 10.1186/s12870-016-0734-3 26882898PMC4756405

[pld3174-bib-0037] Sarawat, P. , Stoddard, F. L. , & Marshall, D. R. (1994). Derivation of superior F5 lines from heterotic hybrids in pea. Euphytica, 73, 265–272. 10.1007/BF00036705

[pld3174-bib-0038] Sarkissian, I. V. , Harris, W. , & Kessinger, M. A. (1964). Differential rates of development of heterotic + nonheterotic young maize seedlings. i. correlation of differential morphological development with physiological differences in germinating seeds. Proceedings of the National Academy of Sciences of the United States of America, 51, 212–218.1659114410.1073/pnas.51.2.212PMC300051

[pld3174-bib-0039] Simpson, G. G. , & Dean, C. (2002). Flowering ‐ Arabidopsis, the rosetta stone of flowering time? Science, 296, 285–289. 10.1126/science.296.5566.285 11951029

[pld3174-bib-0040] Song, Q. , Ando, A. , Xu, D. , Fang, L. , Zhang, T. , Huq, E. , … Chen, Z. J. (2018). Diurnal down‐regulation of ethylene biosynthesis mediates biomass heterosis. Proceedings of the National Academy of Sciences of the United States of America, 115, 5606–5611. 10.1073/pnas.1722068115 29735680PMC6003462

[pld3174-bib-0041] Spano, G. , Di Fonzo, N. , Perrotta, C. , Platani, C. , Ronga, G. , Lawlor, D. W. , … Shewry, P. R. (2003). Physiological characterization of 'stay green' mutants in durum wheat. Journal of Experimental Botany, 54, 1415–1420.1270948810.1093/jxb/erg150

[pld3174-bib-0042] Thomas, H. , & Howarth, C. J. (2000). Five ways to stay green. Journal of Experimental Botany, 51, 329–337.1093884010.1093/jexbot/51.suppl_1.329

[pld3174-bib-0043] Thompson, D. S. (2005). How do cell walls regulate plant growth? Journal of Experimental Botany, 56, 2275–2285.1606150510.1093/jxb/eri247

[pld3174-bib-0044] Tian, T. , Liu, Y. , Yan, H. , You, Q. , Yi, X. , Du, Z. , … Su, Z. (2017). agriGO v2.0: A GO analysis toolkit for the agricultural community, 2017 update. Nucleic Acids Research, 45, W122–W129.2847243210.1093/nar/gkx382PMC5793732

[pld3174-bib-0045] Wang, L. , Greaves, I. K. , Groszmann, M. , Wu, L. M. , Dennis, E. S. , & Peacock, W. J. (2015). Hybrid mimics and hybrid vigor in Arabidopsis. Proceedings of the National Academy of Sciences of the United States of America, 112, E4959–E4967.2628337810.1073/pnas.1514190112PMC4568211

[pld3174-bib-0046] Wang, L. , Liu, P. C. , Wu, L. M. , Tan, J. , Peacock, W. J. , & Dennis, E. S. (2018). Cotyledons contribute to plant growth and hybrid vigor in Arabidopsis. Planta, 249, 1107–1118. 10.1007/s00425-018-3068-6 30552582

[pld3174-bib-0047] Wang, L. , Wu, L. M. , Greaves, I. K. , Zhu, A. , Dennis, E. S. , & Peacock, W. J. (2017). PIF4‐controlled auxin pathway contributes to hybrid vigor in *Arabidopsis thaliana* . Proceedings of the National Academy of Sciences of the United States of America, 114, E3555–E3562.2839641810.1073/pnas.1703179114PMC5410812

[pld3174-bib-0048] Wang, Y. , Schuck, S. , Wu, J. , Yang, P. , Doring, A. C. , Zeier, J. , & Tsuda, K. (2018). A MPK3/6‐WRKY33‐ALD1‐pipecolic acid regulatory loop contributes to systemic acquired resistance. The Plant Cell, 30, 2480–2494. 10.1105/tpc.18.00547 30228125PMC6241261

[pld3174-bib-0049] Williams, W. (1959). The isolation of 'pure lines' from F1 hybrids of tomato and the problem of heterosis in inbreeding crop species. Journal of Agricultural Science, 53, 347–353.

[pld3174-bib-0050] Xu, J. , Meng, J. , Meng, X. , Zhao, Y. , Liu, J. , Sun, T. , … Zhang, S. (2016). Pathogen‐Responsive MPK3 and MPK6 reprogram the biosynthesis of indole glucosinolates and their derivatives in Arabidopsis immunity. The Plant Cell, 28, 1144–1162. 10.1105/tpc.15.00871 27081184PMC4904669

[pld3174-bib-0051] You, S. C. , Cho, S. H. , Zhang, H. , Paik, H. C. , Lee, C. H. , Li, J. , … Paek, N. C. (2007). Quantitative trait loci associated with functional stay‐green SNU‐SG1 in rice. Molecules and Cells, 24, 83–94.17846502

[pld3174-bib-0052] Zablackis, E. , Huang, J. , Muller, B. , Darvill, A. G. , & Albersheim, P. (1995). Structure of plant‐cell walls. 34. characterization of the cell‐wall polysaccharides of *Arabidopsis thaliana* leaves. Plant Physiology, 107, 1129–1138. 10.1104/pp.107.4.1129 7770522PMC157245

[pld3174-bib-0053] Zhu, A. , Greaves, I. K. , Liu, P. C. , Wu, L. M. , Dennis, E. S. , & Peacock, W. J. (2016). Early changes of gene activity in developing seedlings of Arabidopsis hybrids relative to parents may contribute to hybrid vigour. The Plant Journal, 88, 597–607. 10.1111/tpj.13285 27460790

How the deposited data were processed for this re-analysis (not part of the article)

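RNA from rosette leaves at 25 DAS was sequenced in 72 libraries of 24 groups with 3 libraries each: the 3 parents Ws, Ler and Col, the reciprocal hybrids WsxLer, LerxWs, ColxLer and LerxCol, the Ws/Ler Hybrid Mimics WL_HM1 to WL_HM7, the Col/Ler Hybrid Mimics CL_HM1 to CL_HM6, and 2 small lines per system. A library of a parent or hybrid pools 3 plants, and a library of an F7 line holds 1 plant. The 6 libraries of CL_HM5 and CL_HM6, lines that the paper leaves out, enter no comparison made at the paper's statements and are reported only in the closing section, which leaves 66 libraries.

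The authors aligned the reads with STAR to the TAIR10 genome with the Araport11 annotation and deposited raw counts per gene, without normalization or a filter on genes. The file lists 37336 genes, and each line names a gene. Which of the strand columns of STAR was used is not named in the paper, so counts of genes that overlap another gene or have an antisense neighbour are uncertain. Counts of near-identical gene copies are uncertain as well, since reads that map to more than 1 place are not counted for a gene. Library totals ran from 17741358 to 28527725 counts, with a median of 20432113. Gene names and neighbours come from the TAIR10.1 annotation, matched by gene identifier; no coordinates are given, since that assembly is not the one the authors used.

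Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, estimateDisp, glmQLFit and glmQLFTest) and limma 3.58.1. Genes with at least 50 counts in at least 1 library of a fit were tested, after the paper's definition of the expressed genes behind its GO analysis. For its comparisons the paper names at least 50 reads across all the samples, and a minimum of 50 counts in every library was run as an alternative. The p-values were adjusted with the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p at or under 0.05. The paper states a limit for p and does not say whether p was adjusted. Normalized counts are counts scaled by TMM to the mean library size of the fit. The standard error of a log2 fold change was taken from the fold change and the F statistic.

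For the MPV, the counts of the libraries of both parents with the same replicate number were scaled to a common library size, added gene by gene and rounded. This gave 3 in-silico MPV libraries per system on the linear scale. The Ws/Ler fit held 36 libraries (6 of the hybrids, 27 of the F7 lines and 3 MPV libraries) and the Col/Ler fit 27, with the reciprocal crosses as 1 group of 6. Parents were compared in a fit of their 9 libraries. CL_HM5 and CL_HM6 were added to the Col/Ler fit for their own comparison. This fit was repeated with the counts of every library drawn down at random to the lowest library total, 10 times. The difference between the hybrid effects of both systems was tested as a contrast in a fit of both systems' hybrid and MPV libraries; the Ler libraries enter both MPVs. Fold changes against a group with at most 3 counts in every library were computed against 3 counts and are lower bounds. An exception is AT5G35575 between the reciprocal hybrids, given with its fitted value.

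Gene sets were tested with camera in limma, with a preset correlation between genes of 0.01: the 16 genes of Fig. 4b, the 33 XTH genes of Table S9 and 67 WRKY genes, taken as the genes that the annotation names WRKY with a number. The p-values were adjusted over the 30 set tests of the Ws/Ler fit and the 21 of the Col/Ler fit. Table S8 (37 genes) and Table S10 (49 genes) were selected by the study from the Ws/Ler libraries used here, so their direction in that system is not independent evidence. Principal components used the 500 most variable genes after a prior count of 2.

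Genes named in the text are those that the Results or Figs. 4 to 6 name by symbol, and for each hybrid the 3 genes with the largest rise and the 3 with the largest fall among genes called with a mean of at least 50 normalized counts in the higher group and every hybrid library on the same side of every MPV library. Any other gene named was chosen after its values were seen.

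Since the hybrids and the F7 lines are compared with the same MPV libraries, their fold changes share chance values. The share of hybrid DEGs with the same direction was therefore also computed in 20 simulations per system. In these, hybrids and lines were both unchanged from the MPV. The genes of lowest p, as many as the real hybrid DEGs, stood in for the hybrid DEGs. After these shares were seen, the same was done with the hybrids set against 2 MPV libraries and the lines against the third, averaged over the 3 ways to do so. The hybrid DEGs were then those called against the 2 MPV libraries. Simulated genes varied independently of each other. Each fit was repeated for other splits of the same libraries into groups of the same sizes: all 84 for the hybrids against the MPV, all 10 for 3 libraries against 3, and 100 for the difference between the systems. Such splits treat an MPV library, a sum over both parents, like a single library.

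The closing section used genes with an absolute log2 fold change of at least 3 between the parents. Their mean was at least 50 normalized counts in the higher parent. In each library, such a gene was placed at the level of either parent or between them, by its position on the log2 scale. Neighbouring genes were compared with 1000 shuffles within chromosomes. A list of 9 seed storage genes and a list of 6 genes of the response to abscisic acid and water deficit were used there as markers. Both lists were written before the tests; the counts of SESA2, CRA1 and OLEO1 in the seed list had been seen by then.

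The fits were tested on simulated data with the means, dispersions and library sizes of these libraries and 200 changed genes. The changed genes were drawn only from genes above a minimum mean count, so the recovery of genes with low counts was not measured. With 6 hybrid libraries, 62.0% of genes changed by 1.5-fold, 89.5% by 2-fold and 96.5% by 3-fold were recovered among 18136 Ws/Ler genes, and 72.0%, 95.0% and 99.0% among 17921 Col/Ler genes. With the 3 libraries of WL_HM1 these were 48.5%, 86.0% and 96.0%, and with those of CL_HM1 59.0%, 90.5% and 99.0%. Of the genes called, 2.46% to 7.32% had not been changed.

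Alternatives tried were an unadjusted p, DESeq2 1.42.0 with its size factors, scaling by total counts only, a count minimum in every library, no filter, a fit of only the groups compared, the replicate number as a block, the MPV on the log scale, another pairing of the parents' libraries, each reciprocal cross alone, MPV libraries not shared between hybrids and lines, fry, camera with an estimated correlation, other limits for the principal components and the parental state, and leaving out each library in turn.

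Phenotypes, GO enrichment, quantitative PCR, the alignments, the C24/Ler data and Table S11 were not analysed here. CesA10 and LFY had too few counts to be tested.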

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

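In this part, the tests on the sampling of counts, library scaling, the level of a set with its median removed, reads of a parent lost against the reference, separate MPV libraries and equal library totals for CL_HM5 and CL_HM6 were chosen only after the result was seen.

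In 6 of 81 groups of 6 F1 libraries (1 group per named gene and system), 1 library lay far from the other 5: its gap to the nearest library, divided by the range of the group, was above Dixon's 95% critical value. About 1 in 20 groups, here 4.05, pass that value by chance, so the number itself is close to what chance gives. In LerxWs F1 replicate 2, CesA1 was low at 6744 normalized counts against 9143 in the next library (ratio 0.834) and CesA3 at 5689 against 6979 (ratio 0.661). In WsxLer F1 replicate 1, UGD4 was high at 414 against 294 (ratio 0.686), XTH8 at 377 against 224 (ratio 0.714) and AT3G29736 with 3 counts against 1 (ratio 0.639). In LerxCol F1 replicate 3, PR2 was high with 1330 counts against 878 (ratio 0.672).

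The gap to the nearest library was 17.9 SDs of the sampling of counts for CesA1, 10.8 for CesA3, 4.17 for UGD4, 5.84 for XTH8, 11.8 for PR2 and 0.938 for AT3G29736. These genes were picked for such a gap, which favours wide gaps. Gaps of 4.17 to 17.9 SDs for CesA1, CesA3, UGD4, XTH8 and PR2 still argue against the sampling of counts alone as their cause. For AT3G29736, at 0.938 SDs, the sampling of counts remains a candidate explanation. Single pools of plants may differ by more than the sampling of counts in any gene, so the gaps do not decide between the other explanations. With libraries scaled by total counts, the ratio stayed above the critical value for 4 of the 4 genes CesA1 (0.818), XTH8 (0.642), AT3G29736 (0.638) and PR2 (0.688), which argues against library scaling as their cause. It fell below for CesA3 (0.480) and UGD4 (0.606), 0 of 2 above, so for these the scaling of the library is a candidate explanation. LerxWs F1 replicate 2 was the lowest library for 4 of the 13 other Fig. 4b genes, and WsxLer F1 replicate 1 the highest for 13 of the 38 other Fig. 4b and XTH genes, where chance gives 1 in 6; these counts do not decide on a lower or higher level of the whole sets in these libraries. With the median level of the other genes (log2 -0.065 and 0.11) removed from the library, the ratio stayed above the critical value for CesA1 (0.813) and XTH8 (0.671), which argues against the level of the set as their cause. It fell just below for CesA3 (0.609) and UGD4 (0.619), so for these it is a candidate explanation. GC content and gene length were not tested, and neither was a biological difference between the pools of 3 plants, which stays open. XTH8 shows no change without WsxLer F1 replicate 1 (log2 fold change -0.00044, against 0.22 with all libraries, both without a call). CesA1 was 0.30 without LerxWs F1 replicate 2 against 0.23, and CesA3 0.30 against 0.25, with no change of call.

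The F1 effect (hybrids against the MPV) differed between the Ws/Ler and Col/Ler systems in 7 of 17945 genes (edgeR, adjusted p at or under 0.05; 1041 at an unadjusted p), given here as the log2 difference Ws/Ler less Col/Ler with its standard error and adjusted p. These are AT4G16215 at 4.43 (0.53, 0.0019; -0.01 in Ws/Ler and -4.43 in Col/Ler), AT4G04293 at -1.46 (0.18, 0.0019; -1.32 and 0.13), LSU2 at -2.35 (0.34, 0.014; -2.02 and 0.33), AT5G17600 at -0.96 (0.14, 0.014; -0.66 and 0.29), AT3G26612 at -3.57 (0.58, 0.029; -4.48 and -0.93), AT5G05060 at -1.20 (0.20, 0.029; -1.15 and 0.05) and CYP707A3 at 1.69 (0.29, 0.038; 0.65 and -1.04). They are named because they are all the genes called, after their values were seen. Of 100 splits of the libraries with the hybrid and MPV labels exchanged within each system, 3 gave as many genes, the real one included. WRKY7 passed only among the named genes: 0.70 (adjusted p = 0.013 over the named genes and 0.24 over all genes; 0.20 in Ws/Ler and -0.51 in Col/Ler).

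Against counts near the floor, 7 of the 7 genes have at least 50 counts in every library of at least 1 group. Reads of 1 parent lost against the reference would be lost alike in parent and hybrid and leave the hybrids at the MPV in both systems, with no difference between them. The differences lay at least 5.91 standard errors from 0, but the 7 genes were called on this same difference. Its distance from 0 is therefore no separate test and does not decide on such a loss. A single library is a candidate explanation for most of the genes: 2 of 7, AT4G16215 and AT4G04293, kept their call with every library left out in turn (highest adjusted p 0.0097 and 0.017). AT3G26612 and AT5G05060 lost it in 9 fits each (highest adjusted p 0.15 for both, without Col/Ler MPV replicate 1), AT5G17600 and LSU2 in 1 fit each (0.094, without Col/Ler MPV replicate 1) and CYP707A3 in 11 fits (0.18, without Ws/Ler MPV replicate 3). The number of genes ranged from 2 (without Col/Ler MPV replicate 1) to 14 (without LerxWs F1 replicate 2). With the MPV on the log scale it was 338. A difference between the parents Ws and Col, which the design names, stays open as an untested explanation.

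The difference between the systems passed for the Fig. 4b set (camera, adjusted p = 0.038, 15 genes, median log2 change of 0.18 in Ws/Ler and 0.05 in Col/Ler), the XTH set (adjusted p = 0.019, 23 genes, 0.40 and 0.10) and the WRKY set (adjusted p = 0.044, 43 genes, 0.06 and -0.11). It did not pass under fry (p = 0.25, 0.098 and 0.35) or with the correlation between genes estimated (p = 0.28, 0.097 and 0.38). Of the 100 splits, 41 gave as small a p for the Fig. 4b set, 26 for the XTH set and 45 for the WRKY set. Chance alone therefore remains a sufficient explanation of these 3 differences, and no difference between the systems is shown for the sets.

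CL_HM5 and CL_HM6, which the paper leaves out, differed from the MPV in 3291 genes (1414 up, 1877 down; 5614 at an unadjusted p) and 5662 genes (2802 up, 2860 down; 7463 at an unadjusted p) of 17976 (edgeR, adjusted p at or under 0.05), a signal in data that the paper did not analyse. With 1 library left out the numbers ranged from 2129 (without MPV replicate 2) to 3008 and from 3713 (without MPV replicate 3) to 5274. Of the 10 splits of 3 line and 3 MPV libraries, 1 gave as many genes for each line, the real one; since 10 splits cannot give a share under 0.05, chance and a line effect cannot be told apart by this count. The MPV libraries are larger (39820109 to 48957988 counts) than those of the lines (17960691 to 22614494). With the counts of every library drawn down at random to 17741358, the lowest total, 2846 to 2957 and 5337 to 5447 genes were called in 10 draws, which argues against library size as the cause of most calls. Fixed parental alleles may contribute, since 88.8% and 86.7% of neighbouring parent-specific genes share their state, above the highest of 1000 shuffles; over the Col/Ler lines this held in 8 of 8. Plant size, for which the paper left these lines out, was not tested and stays open.

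Of 65 F1 DEGs in that fit, 66.2% changed in the same direction in CL_HM5 and 80.0% in CL_HM6, and 16.9% and 7.69% were called in the opposite direction. Both shares lie below those of lines simulated as unchanged from the MPV (90.3% to 100%). These lines, and the hybrids beside them, were simulated as unchanged for the Col/Ler fit without CL_HM5 and CL_HM6, which had 72 F1 DEGs. Since 100% is the largest share there is, this comparison cannot exclude the shared MPV libraries. With separate MPV libraries for hybrids and lines the shares were 70.7% and 76.6%. Both lay above the highest line simulated for the fit without CL_HM5 and CL_HM6 (59.0%). If genes vary independently, as simulated, this argues against the shared MPV libraries alone. A difference common to all libraries of the parents stays open.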

How the results depend on the processing

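Most alternatives were set before the data were examined. Leaving out single libraries and the replicate block for the direction shares, the shared genes, CL_HM5 and CL_HM6, the comparison of the reciprocal hybrids and the difference between the systems, and the other alternatives for that difference, were chosen after seeing the data. Pairing the parents' replicates in another order and testing all genes without a filter changed none of the results they were run for by over 1.5 times, and no call or direction of the genes named in the text. Where no cause is given, the cause was not tested.

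An unadjusted p at or under 0.05 calls more genes by its construction. Genes called numbered 1614 in the Ws/Ler hybrids, 6353 in WL_HM1, 6716 in WL_HM2, 4811 in WL_HM3, 5859 in WL_HM5, 7193 in WL_HM6, 5402 in WL_HM7, 1293 in the Col/Ler hybrids, 5026 in CL_HM1, 5709 in CL_HM2, 6523 in CL_HM4 and 5614 in CL_HM5, and 6299 for Ws against Ler and 4945 for Col against Ler. Between the reciprocal hybrids, 383 genes were called in Ws/Ler and 469 in Col/Ler. The share of down-regulated genes was 66.0% in the Col/Ler hybrids. Of the F1 DEGs, 496 in Ws/Ler and 300 in Col/Ler were shared with at least 3 Hybrid Mimics and not with both small lines, and of the genes of Table S3, 1317 in Ws/Ler and 771 in Col/Ler were called in the listed direction. Called were 24 genes of Table S8 up-regulated in the Ws/Ler hybrids, 28 genes of Table S10 down-regulated in the Ws/Ler hybrids, 2 genes of Table S8 up-regulated in the Col/Ler hybrids, 17 genes of Table S8 up-regulated in at least 3 Col/Ler Hybrid Mimics and 12 genes of Table S10 down-regulated in the Col/Ler hybrids. The unadjusted p from camera was 0.041 for the Fig. 4b set in the Col/Ler hybrids, and camera called the Fig. 4b set down in 2 Ws/Ler small lines, the XTH set up in 1 Col/Ler Hybrid Mimic and the XTH set down in 2 Col/Ler small lines. The F1 effect differed between the systems in 1041 genes.

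With DESeq2 in place of edgeR, the calls numbered 186 in the Ws/Ler hybrids and 145 in the Col/Ler hybrids, of which 73.8% in the Col/Ler hybrids were down-regulated. Genes called in the direction listed in Table S3 were 186 in Ws/Ler and 145 in Col/Ler. Of the 4 Col/Ler Hybrid Mimics, 0 had more genes down than up. Shared with at least 3 Hybrid Mimics and not both small lines were 49 in Ws/Ler and 35 in Col/Ler. Called were 3 genes of Table S8 up-regulated in the Ws/Ler hybrids and 4 genes of Table S10 down-regulated in the Ws/Ler hybrids, and among the sets the Fig. 4b set down in 2 Ws/Ler small lines and the XTH set down in 2 Col/Ler small lines.

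Scaling by total counts only, camera called the XTH set up in 4 Ws/Ler Hybrid Mimics, the WRKY set up in 1 Ws/Ler small line, the XTH set down in 2 Col/Ler small lines and the WRKY set down in 1 Col/Ler Hybrid Mimic. With the replicate block it called the Fig. 4b set down in 2 Ws/Ler small lines and the WRKY set down in 1 Col/Ler Hybrid Mimic, and 2212 genes were called for Ws against Ler. Libraries that share a replicate number share only a number: the mean correlation of their deviations from the group means was 0.0194, against -0.00945 for libraries with different numbers, with -0.302 for Ws and Ler and 0.143 for Col and Ler.

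Testing only genes with at least 50 counts in every library leaves fewer genes to test, and the calls numbered 33 in the Ws/Ler hybrids, 1406 in WL_HM3, 24 in the Col/Ler hybrids and 2070 in CL_HM5, 2341 for Ws against Ler and 1544 for Col against Ler, and 1 between the Ws/Ler reciprocal hybrids. The shared DEGs fell to 5 in Ws/Ler and 7 in Col/Ler.

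Fitting only the groups compared leaves fewer libraries for the dispersion. The calls were then 526 in WL_HM3, 1830 in WL_HM6, 38 in the Col/Ler hybrids and 2469 in CL_HM4, 1823 for Ws against Ler, and 0 between the Ws/Ler reciprocal hybrids, where 383 had an unadjusted p at or under 0.05 in the fit of all libraries. Down-regulated genes made up 74.4% in the Ws/Ler hybrids and 94.7% in the Col/Ler hybrids. Called were 4 genes of Table S10 down-regulated in the Ws/Ler hybrids, and among the sets the XTH set up in 4 Ws/Ler Hybrid Mimics, the XTH set up in 1 Col/Ler Hybrid Mimic and the XTH set down in 2 Col/Ler small lines.

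With the MPV on the log scale, the calls numbered 601 in the Ws/Ler hybrids and 569 in the Col/Ler hybrids, of which 26.3% in the Ws/Ler hybrids and 25.0% in the Col/Ler hybrids were down-regulated. More genes were down than up in 4 of the Ws/Ler Hybrid Mimics and 0 of the Col/Ler Hybrid Mimics. The highest share of F1 DEGs with the same direction was 72.7% in the Ws/Ler and 70.3% in the Col/Ler Hybrid Mimics, and the lowest share called in the opposite direction in the Col/Ler Hybrid Mimics was 13.0%. The shared DEGs were 244 in Ws/Ler and 149 in Col/Ler, and the genes of Table S3 called in the listed direction 359 in Ws/Ler and 239 in Col/Ler. Called were 6 genes of Table S8 up-regulated in the Ws/Ler hybrids, 4 genes of Table S10 down-regulated in the Ws/Ler hybrids and 1 gene of Table S8 up-regulated in the Col/Ler hybrids. The F1 effect differed between the systems in 338 genes.

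Among the set tests, fry gave an adjusted p of 0.17 for the WRKY set in the Col/Ler hybrids and called the Fig. 4b set down in 2 Ws/Ler small lines, the XTH set up in 4 Ws/Ler Hybrid Mimics, the XTH set up in 1 Col/Ler Hybrid Mimic, the XTH set down in 2 Col/Ler small lines and the WRKY set down in 1 Col/Ler Hybrid Mimic. With the correlation estimated from the data, the adjusted p was 0.13 for the Fig. 4b set in the Ws/Ler hybrids, 0.11 for the XTH set in the Ws/Ler hybrids and 0.42 for the WRKY set in the Col/Ler hybrids, and camera called the Fig. 4b set up in 0 Hybrid Mimics and down in 0 small lines of either system, the XTH set up in 0 Ws/Ler Hybrid Mimics and down in 0 small lines of either system, and the WRKY set down in 0 Hybrid Mimics and up in 0 small lines of either system. The XTH set was up in 0 Col/Ler Hybrid Mimics with camera at either correlation.

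With the crosses tested apart, 12 genes were called in WsxLer, 24 in ColxLer and 18 in LerxCol, from 3 hybrid libraries in place of 6. With different MPV libraries for hybrids and lines, the highest share with the same direction in the Ws/Ler Hybrid Mimics was 76.5%.

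In the principal components, the distance from the hybrids as a multiple of the parents' distance was 0.956 for the median Ws/Ler Hybrid Mimic, 1.92 for the Ws/Ler small lines and 0.971 for the Col/Ler small lines. With all expressed genes these were 1.80, 3.61 and 2.67, and with a prior count of 0.5 the Ws/Ler small lines lay at 1.11. For genes expressed far more in one parent, an absolute log2 fold change of at least 2 between the parents gave 55.7% at the level of either parent in the Ws/Ler hybrids, 79.4% to 85.5% in the Ws/Ler lines, 64.2% in the Col/Ler hybrids and up to 89.0% in the Col/Ler lines. With a mean of at least 200 normalized counts it was 74.3% in the Ws/Ler hybrids and up to 96.1% in the Col/Ler lines. The start of the flowering range in place of its middle raised the correlation with the cell wall set to 0.745 (exact permutation test, p = 0.045).

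Each library was also left out in turn, which leaves fewer libraries in the fit. Genes called ranged from 14 (without MPV replicate 2) to 64 in the Ws/Ler hybrids, 2703 (without MPV replicate 3) to 4045 in WL_HM2, 1113 (without MPV replicate 3) to 2204 in WL_HM3 and 4186 (without MPV replicate 3) to 5929 in WL_HM4. For the remaining Ws/Ler lines that moved they ranged from 1926 (without WL_HM5 replicate 3) to 3040 in WL_HM5, 2153 (without WL_HM6 replicate 2) to 5902 in WL_HM6 and 1606 (without WL_HM7 replicate 1) to 2726 in WL_HM7. In the Col/Ler system the range was 24 (without MPV replicate 3) to 63 in the Col/Ler hybrids, 1650 (without CL_HM1 replicate 2) to 2236 in CL_HM1 and 2029 (without CL_HM2 replicate 3) to 3144 in CL_HM2, and 2513 (without MPV replicate 3) to 4269 in CL_HM3, 2745 (without CL_HM4 replicate 3) to 4506 in CL_HM4, 2129 (without MPV replicate 2) to 3008 in CL_HM5 and 3713 (without MPV replicate 3) to 5274 in CL_HM6. Between the parents it was 2019 (without Ler replicate 2) to 5984 (without Ler replicate 3) for Ws against Ler and 1402 (without Col replicate 1) to 3196 for Col against Ler, and between the Ws/Ler reciprocal hybrids 1 (without LerxWs F1 replicate 2) to 4. The share of down-regulated genes in the Ws/Ler hybrids was 50.0% to 85.7% (without MPV replicate 2). Of the Ws/Ler F1 DEGs, at most 7.14% (without MPV replicate 2) to 27.3% were called in the opposite direction in a small line. The lowest and highest shares in the Col/Ler small lines were 12.5% (without MPV replicate 3) to 39.2% and 20.8% (without MPV replicate 3) to 51.0% (without MPV replicate 2). In the Col/Ler Hybrid Mimics the highest such share was 4.08% (without MPV replicate 1) to 17.1%, and the lowest and highest shares with the same direction were 59.2% to 85.7% (without MPV replicate 1) and 82.9% to 95.5% (without ColxLer F1 replicate 1). Shared DEGs numbered 4 (without MPV replicate 2) to 26 (without WL_HM3 replicate 3) in Ws/Ler and 1 (without MPV replicate 3) to 16 in Col/Ler.

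With single libraries left out, 0 to 1 (without LerxWs F1 replicate 2) genes of Table S8 up-regulated in the Ws/Ler hybrids, 14 (without MPV replicate 2) to 28 genes of Table S10 down-regulated in at least 3 Ws/Ler Hybrid Mimics, 5 (without MPV replicate 3) to 11 genes of Table S8 up-regulated in at least 3 Col/Ler Hybrid Mimics, 1 (without MPV replicate 3) to 3 genes of Table S10 down-regulated in the Col/Ler hybrids and 0 to 1 (without MPV replicate 2) genes of Table S10 down-regulated in at least 3 Col/Ler Hybrid Mimics were called. The adjusted p from camera was 0.0096 (without MPV replicate 2) to 0.76 for the Fig. 4b set in the Col/Ler hybrids and 1.5e-05 to 0.16 (without MPV replicate 1) for the WRKY set in the Col/Ler hybrids. Camera called the Fig. 4b set down in 1 to 2 (without MPV replicate 3) Ws/Ler small lines, the XTH set up in 1 (without MPV replicate 1) to 4 (without WL_HM3 replicate 3) Ws/Ler Hybrid Mimics, the XTH set up in 0 to 1 (without MPV replicate 2) Col/Ler Hybrid Mimics, the XTH set down in 0 (without cl_sml2 replicate 1) to 2 (without MPV replicate 3) Col/Ler small lines and the WRKY set down in 0 (without MPV replicate 1) to 2 Col/Ler Hybrid Mimics. The F1 effect differed between the systems in 2 (without Col/Ler MPV replicate 1) to 14 (without LerxWs F1 replicate 2) genes.

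In the Ws/Ler hybrids, 4 small log2 fold changes reversed with 1 library left out: FT ranged from -0.12 (without LerxWs F1 replicate 2) to 0.61, XTH9 from -0.26 (without LerxWs F1 replicate 2) to 0.47, XTH8 from -0.00044 (without WsxLer F1 replicate 1) to 0.54, and SOC1 from -0.24 to 0.029 (without MPV replicate 3). Of the 37 single-gene results followed here, 6 lost their call with 1 library left out (in 21 fits) and 1 gained a call (FT in the Col/Ler hybrids, in 2 fits). Under the other alternatives 11 lost a call (20 cases) and 12 gained one (16 cases, most at an unadjusted p), with 0 of the 37 reversed under these. For other genes in single lines the sign depended on the scaling: with total counts, AXS1 was 0.10 against -0.16 in cl_sml1 and 0.16 against -0.11 in cl_sml2, and CesA1 was 0.013 against -0.13 in wl_sml1. The direction of PR1, PR2 and PR5 in cl_sml1 and cl_sml2 and their calls were the same under every alternative run for them.

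In simulated data the fits recovered 62.0% and 72.0% of genes changed by 1.5-fold with the 6 hybrid libraries of Ws/Ler and Col/Ler, and 48.5% and 59.0% with the 3 libraries of WL_HM1 and CL_HM1, against 96.0% to 99.0% at 3-fold. The numbers of calls are therefore limited for changes of this small size. Genes with low mean counts were not among the changed genes, so their recovery was not measured.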

Differences from the paper's values

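Each number of the paper is given as the paper's, with the alternatives set before the data were examined that come within 1.5 times of it.

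For Ws against Ler, 3524 genes were called against the paper's 8681. An unadjusted p gave 6299 and the fit without Ler replicate 3 gave 5984, both within that limit; the other 6 alternatives and 5 fits with 1 library left out did not come within it. The Ws/Ler hybrids had 52 DEGs against the paper's 1740 and the Col/Ler hybrids 72 against the paper's 876. An unadjusted p closed the gap (1614 and 1293), and the other 10 alternatives and 9 fits with 1 library left out for each did not. Of the hybrid DEGs, 20 also differed between the parents in Ws/Ler against the paper's 782, with 627 at an unadjusted p and no other alternative within the limit. In Col/Ler this was 42 against the paper's 171, and none of the 8 alternatives closed the gap.

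The lowest number of DEGs in a Ws/Ler F7 line was 2194 against the paper's 5310; an unadjusted p gave 4811, and the other 7 alternatives and 30 fits with 1 library left out did not close the gap. In the Col/Ler F7 lines the lowest number was 2620 against the paper's 4226; DESeq2 gave 3151, the MPV on the log scale 3168 and an unadjusted p 5026, and the other 5 alternatives and 21 fits with 1 library left out did not close the gap. The lowest share of hybrid DEGs called in the opposite direction in a Hybrid Mimic was 1.92% against the paper's 4%; DESeq2 gave 3.76% and an unadjusted p 4.41%, and the MPV on the log scale did not close the gap. Shared with at least 3 Hybrid Mimics and not with both small lines were 13 DEGs in Ws/Ler against the paper's 550, with 496 at an unadjusted p, and 13 in Col/Ler against the paper's 179, with 149 for the MPV on the log scale. In each case the other 4 alternatives did not close the gap.

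CesA3 in wl_sml1 fell by 15.3% against the paper's 20%. For this signed change the limit is the spread between replicates (SD 2.47) in place of 1.5 times. None of the 8 alternatives came within it (6.86% to 17.0%), nor did the 6 fits with 1 library left out (15.2% to 17.5%). Taken as a percent of the line in place of the MPV, a unit tried after the values were seen, the difference was 18.1%, which is within it.

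In the Ws/Ler hybrids, 0 XTH genes were called up against the paper's 6; an unadjusted p gave 5, and the other 5 alternatives and 9 fits with 1 library left out did not close the gap. The lowest number in a Ws/Ler Hybrid Mimic was 2 against the paper's 6, with 4 at an unadjusted p and no other of the 6 alternatives within the limit. The highest was 5 against the paper's 9; DESeq2 gave 7, the fit of only the groups compared 10, the replicate block 6, the MPV on the log scale 7 and an unadjusted p 9, and scaling by total counts did not close the gap, nor did 18 of the 24 fits with 1 library left out. WL_HM7 had 5 against the paper's 8, with the same alternatives at 7, 10, 6, 7 and 8, and scaling by total counts and all 6 fits with 1 library left out (3 to 4) not closing the gap. WRKY genes called down in the Ws/Ler hybrids were 0 against the paper's 4; an unadjusted p gave 5, and the other 5 alternatives and 9 fits with 1 library left out did not close the gap.

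The text of the paper describes most DEGs of the Ws/Ler hybrids as down-regulated, by a wider margin than the 57.7% found here, while its Table S3 lists 1030 of the 1740 as down-regulated, close to the share here. Of the calls here, 45.4% were down at an unadjusted p, 26.3% with the MPV on the log scale, 74.4% in the fit of only the groups compared and 50.0% to 85.7% (without MPV replicate 2) with 1 library left out.

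Fig. 4b marks CesA1, CesA3 and AXS1 as significant in the Ws/Ler hybrids and UGD4 in the Col/Ler hybrids. Here they were not called (edgeR, adjusted p = 0.44, 0.31, 0.39 and 0.34), and the unadjusted p of edgeR calls each of them. The paper gives UGD1 and UGD4 a fall of over 50% from the MPV in both Ws/Ler small lines. The log2 fold changes here were -0.96 in wl_sml1 and -0.57 in wl_sml2 for UGD1, and -0.69 and -1.19 for UGD4, falls of 32.9% to 56.1% of the MPV; as a percent of the line these are 48.9% to 128%, with 3 of the 4 over 50%. For CesA1 and CesA3 in wl_sml2 the paper gives a fall of over 30%. The log2 fold changes of -0.41 and -0.40 found here are falls of 24.8% and 24.2% of the MPV, or 33.0% and 32.0% as a percent of the line, which closes the gap. The paper describes UGD1 to UGD4 as up-regulated in the Ws/Ler Hybrid Mimics; here UGD1 was called up in 2 of the 7, UGD2 in 7, UGD3 in 5 and UGD4 in 6. UGD1 was also called in WL_HM1 with DESeq2, the fit of only the groups compared and the MPV on the log scale, in WL_HM7 with DESeq2 and the MPV on the log scale, and in WL_HM2 and WL_HM5 with the MPV on the log scale; all 4 were called without MPV replicate 1, and WL_HM7 also without its replicate 2 or 3. UGD3 was called in WL_HM3 with DESeq2, the replicate block, the MPV on the log scale, without MPV replicate 1 and without WL_HM3 replicate 2, and UGD4 in WL_HM3 without its replicate 3. The unadjusted p of edgeR calls each of these and UGD3 in WL_HM6, but not UGD1 in WL_HM3. CesA3 in wl_sml1, with an adjusted p of 0.070 here, is called with DESeq2 (0.048), the fit of only the groups compared (0.023), the MPV on the log scale (0.023) and an unadjusted p.

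The paper names WRKY26, WRKY46, WRKY50 and WRKY51 as down-regulated in the Ws/Ler hybrids. Their log2 fold changes were -1.10, -0.97, -0.85 and -2.58, and none was called (edgeR, adjusted p = 0.22, 0.40, 0.36 and 0.10). The unadjusted p of edgeR calls each of them, and DESeq2 (adjusted p = 0.038), the fit of only the groups compared (0.0099) and the MPV on the log scale (0.032) call WRKY51. The paper describes the WRKY genes as lower overall in the Ws/Ler hybrids; their median log2 change here was 0.06.

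For the PR genes that the paper describes as down-regulated in the Ws/Ler hybrids, the log2 fold changes were -2.43 for PR1, -1.96 for PR2, -1.05 for PR4 and -1.91 for PR5, and none was called (adjusted p = 0.40, 0.14, 0.56 and 0.19). An unadjusted p calls each of them, and the MPV on the log scale calls PR2 (adjusted p = 0.019). PR1 and PR5 in WL_HM3 (2.43 and 1.67), which the paper calls up, were not called here (adjusted p = 0.20 and 0.13). Both are called with the MPV on the log scale (adjusted p = 0.045 and 0.029), and PR5 also without WL_HM3 replicate 1 (0.037) and at an unadjusted p. For both genes, 1 plant of WL_HM3 gave most of the counts. PR2 in wl_sml1 (-1.39, adjusted p = 0.11), which the paper calls down, is called in the fit of only the groups compared (0.011) and at an unadjusted p. The paper describes flowering genes as lower in both hybrids. FT was 0.42 in the Ws/Ler hybrids, -0.12 without LerxWs F1 replicate 2, and SOC1 was -0.09, neither called. In the Col/Ler hybrids FT (-1.09) and SOC1 (-0.40) were not called (adjusted p = 0.13 and 0.38); an unadjusted p calls both, and FT is called without MPV replicate 2 (adjusted p = 0.033) and without LerxCol F1 replicate 3 (0.024).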

Other observations

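In this part, the tests on separate MPV libraries, on the depth of the F1 libraries, on silencing beside the other parent's allele, on the Ler plants that were crossed and on seed RNA were chosen only after the result was seen.

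F1 DEGs kept their direction in the Ws/Ler Hybrid Mimics for 71.2% to 88.5% of genes and in the Col/Ler Hybrid Mimics for 69.4% to 86.1%. With hybrids and lines both simulated as unchanged from the MPV, the median was 98.1% (90.4% to 100%) in Ws/Ler and 97.2% (90.3% to 100%) in Col/Ler. This arises because the hybrids and the lines are compared with the same MPV libraries. Real F1 DEGs may hold true changes, so this range is not the share expected of an unchanged line for them. The highest simulated line, at 100% in both systems, has the largest share there is, and every Hybrid Mimic lay below the lowest, so these shares alone do not show a common effect. With separate MPV libraries for hybrids and lines, lines simulated as unchanged reached 34.7% to 65.5% in Ws/Ler and 36.5% to 59.0% in Col/Ler. Of the Ws/Ler Hybrid Mimics, 6 of the 6 other than WL_HM3 lay above every simulated line (up to 76.5%), and so did 4 of 4 in Col/Ler (65.2% to 82.0%). If genes vary independently, as simulated, this argues against the shared MPV libraries alone for these lines. For WL_HM3 (62.1%, 0 of 1 above) the shared MPV libraries alone remain a possible explanation. The small lines wl_sml1 (75.6%) and cl_sml2 (60.6%) also lay above the simulated lines and wl_sml2 (64.4%) and cl_sml1 (52.4%) did not, so the shares do not set the Hybrid Mimics apart from the small lines. A difference common to all libraries of the parents stays open.

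Other splits of the same libraries into groups of the same sizes gave as many calls in 3 of 84 splits for the Ws/Ler hybrids against the MPV, the real one included, and in 3 of 84 for the Col/Ler hybrids. For the sets in the hybrids, 5 of 84 splits gave as small a p for the Fig. 4b set, 12 for the XTH set and 55 for the WRKY set in Ws/Ler, and 43, 38 and 26 in Col/Ler. Chance alone therefore remains a sufficient explanation of the set results in the hybrids. For each of the 9 Ws/Ler and 6 Col/Ler F7 lines of the paper, for Ws against Ler and for Col against Ler, 1 of 10 splits, the real one, gave as many calls, the smallest share that 10 splits allow.

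Between the reciprocal hybrids, 3 genes were called in Ws/Ler (edgeR; 383 at an unadjusted p): ABCC2 with a log2 fold change of 1.80 (standard error 0.22, adjusted p = 9.5e-05; 3495 to 7823 counts in WsxLer against 1603 to 1708 in LerxWs), ATCG00070 with 1.21 (0.19, 0.0074; 120 to 135 against 45 to 61) and AT5G35575 with 3.20 (0.57, 0.032; 17 to 37 against 2 to 3). They were named after their values were seen. AT5G35575 had at most 3 counts in every LerxWs library, so its fitted log2 value is uncertain and is not a lower bound. The number called ranged from 1 (without LerxWs F1 replicate 2) to 4 with 1 library left out, and 1 of 10 splits, the real one, gave as many. In Col/Ler 0 genes were called (469 at an unadjusted p), and 10 of 10 splits gave as many.

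Across the systems, the F1 effects correlated with a Spearman's rho of 0.193 over 17571 genes, which are not independent replicates; the Ler libraries enter both MPVs. Called in both hybrids were 10 genes, 10 of them in the same direction: NUDT6, PNP-A, AT3G26612, AT3G29734, AT3G29736, AT3G29739, AT5G10760 and AT5G24200 down, SADHU3-1 and AT5G37665 up.

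Parent-specific genes, with an absolute log2 fold change of at least 3 between the parents, may mark which parent's allele an F7 line fixed. At the level of either parent were 85.8% to 90.9% of 308 such genes in the Ws/Ler F7 lines against 68.6% in the hybrids, and 88.7% to 93.0% of 310 in the Col/Ler lines against 76.4%. Neighbouring genes shared their state in 85.7% to 93.2% of pairs in Ws/Ler and 86.7% to 96.1% in Col/Ler, above the highest of 1000 shuffles within chromosomes in 9 of 9 and 8 of 8 lines (CL_HM5 and CL_HM6 included), as blocks of parental alleles would give. The 3 plants of a line differed in state for up to 8.77% of genes in WL_HM7 and 7.79% in WL_HM1, and for 0 in CL_HM4 and cl_sml2.

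Some genes counted in every Ler library (at least 50 counts) had at most 10 counts in every F1 library: AT3G26612, AT3G29734, AT3G29736 and AT3G29739 in Ws/Ler, and the last 3 with AT5G35575 and AT5G37175 in Col/Ler, against 0 such genes of Ws and 0 of Col; no p applies to these counts. A share of 0.5 of the Ler share of counts would give at least 28.46 counts where the F1 libraries held at most 8, which argues against the depth of the F1 libraries. Silencing that needs the other parent's allele would leave these genes at the Ler level in lines with Ler alleles on both sides, but the highest count in such a library was 12. A difference between the Ler plants sequenced as a parent and those that were crossed is a candidate explanation: in 34 of 34 pairs of such a gene and a line with Ler alleles on both sides, the counts stayed below every Ler library. Over all parent-specific genes, 12 of 341 were never at the Ler level between Ler alleles and 8 of 365 never at the level of the other parent between its alleles. That count does not decide, since the genes next to each other on chromosome 3 serve as each other's neighbours there and drop out. AT3G26612 had 131 to 147 counts in Col and 47 to 102 in the Col/Ler hybrids, against 0 to 1 in Ws and 0 to 8 in the Ws/Ler hybrids. Silencing that lasts after the cross was not tested and stays open.

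Among the largest fold changes that Table S3 lists for the Ws/Ler hybrids are late embryogenesis genes such as AT2G42560, with 0 to 1585 counts in the LerxWs libraries. Seed RNA would bring seed storage transcripts: of the 9 genes of the seed list the highest count in any of the 72 libraries was 26, for SESA1, and the other 8 reached at most 3. A response to abscisic acid and water deficit in a single library is a candidate explanation. LerxWs F1 replicate 3 was the highest F1 library of the cross for 6 of the 6 genes of that list: RAB18 with 3083 counts against a median of 290 in the other 5, RD29B with 1654 against 47, RD29A 7319 against 1049, RD20 6340 against 1214, NCED3 1028 against 390 and HAI1 2658 against 148. Watering and handling of single plants are not known here.

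The mean log2 change of the Fig. 4b set in the 7 Ws/Ler Hybrid Mimics was compared with the middle of the flowering range that the paper gives for each line: Pearson's r was 0.616 (exact permutation test, p = 0.14) and Spearman's rho 0.757 (p = 0.057), and r was 0.179 without WL_HM3 and WL_HM5, so the relation rests on these lines. With the start of the range, r was 0.745 (p = 0.045) and rho 0.889 (p = 0.014), and 0.398 without WL_HM3 and WL_HM4; with CesA1, CesA3 and CesA6 only, r was 0.411 (p = 0.37).

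Table S4 lists a fold change between Ws and Ler for 347 of its 506 genes tested here, of which 310 had an unadjusted p at or under 0.05, and a value of 0 for 159, of which 7 did and 0 passed the adjustment. In Table S6, between Col and Ler, 34 of 172 genes have a fold change, of which 20 had an unadjusted p at or under 0.05, and 138 are listed at 0, of which 80 did and 53 passed the adjustment.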
